# Long-Term Culture Captures Injury-Repair Cycles of Colonic Stem Cells

**DOI:** 10.1016/j.cell.2019.10.015

**Published:** 2019-11-14

**Authors:** Yi Wang, I-Ling Chiang, Takahiro E. Ohara, Satoru Fujii, Jiye Cheng, Brian D. Muegge, Aaron Ver Heul, Nathan D. Han, Qiuhe Lu, Shanshan Xiong, Feidi Chen, Chin-Wen Lai, Hana Janova, Renee Wu, Charles E. Whitehurst, Kelli L. VanDussen, Ta-Chiang Liu, Jeffrey I. Gordon, L. David Sibley, Thaddeus S. Stappenbeck

**Keywords:** HopX, Lgr5, stem cell, intestine, colon, colitis, Transwell, hypoxia, unfolded protein response, air-liquid interface

## Abstract

The colonic epithelium can undergo multiple rounds of damage and repair, often in response to excessive inflammation. The responsive stem cell that mediates this process is unclear, in part because of a lack of *in vitro* models that recapitulate key epithelial changes that occur *in vivo* during damage and repair. Here, we identify a Hopx^+^ colitis-associated regenerative stem cell (CARSC) population that functionally contributes to mucosal repair in mouse models of colitis. Hopx^+^ CARSCs, enriched for fetal-like markers, transiently arose from hypertrophic crypts known to facilitate regeneration. Importantly, we established a long-term, self-organizing two-dimensional (2D) epithelial monolayer system to model the regenerative properties and responses of Hopx^+^ CARSCs. This system can reenact the “homeostasis-injury-regeneration” cycles of epithelial alterations that occur *in vivo*. Using this system, we found that hypoxia and endoplasmic reticulum stress, insults commonly present in inflammatory bowel diseases, mediated the cyclic switch of cellular status in this process.

## Highlights

• Identify a regenerative stem cell population in colitis-associated regeneration
• A long-term 2D culture to reenact the crypt homeostasis-injury-regeneration cycles
• Oxygen tension serves as a switch in injury and regeneration *in vivo* and *in vitro*

## Introduction

The intestinal epithelium is the physical barrier separating luminal contents from the underlying stroma. Disruptions of this barrier, whether caused by infection, excessive dysregulated inflammation, vascular insults, or iatrogenic causes must be swiftly repaired to minimize the exposure of the host to insults arising from otherwise contained luminal contents.

The intestinal epithelium exploits distinct repair strategies in response to acute injuries with different degrees of severity. Insults that superficially damage the mucosa and focally remove differentiated epithelial cells are quickly repaired by the migration of adjacent epithelial cells (Feil et al., 1989, Lacy, 1988). This restitution normally occurs within minutes to hours (Feil et al., 1989, Lacy, 1987). In scenarios where more severe lesions occur that include crypt loss, stem cells in the crypts positioned adjacent to the area of injury are mobilized to repair the damage by forming wound channels (Miyoshi et al., 2012, Seno et al., 2009).

Some injuries are chronic and can involve repeated damage to crypt structures resulting in abnormal epithelial regeneration. Such aberrant mucosal healing frequently occurs in patients with inflammatory bowel diseases (IBD), and poses a challenge for achieving long-term remission (Baert et al., 2010, Henderson et al., 2011, Schnitzler et al., 2009). A key to understanding epithelial repair in response to chronic injury, such as occurs in the setting of inflammation, is to identify the stem cell populations that execute the regenerative process. Two major types of intestinal stem cells have been shown to maintain epithelial turnover in homeostasis: the fast-cycling crypt base columnar cells marked by Lgr5 (Barker et al., 2007) and a suite of slow-cycling +4 stem cells markers including Hopx, Lrig1, Tert, and Bmi1 (Breault et al., 2008, Montgomery et al., 2011, Powell et al., 2012, Sangiorgi and Capecchi, 2008, Takeda et al., 2011, Yan et al., 2012). In the mouse small intestine, Lgr5^+^ stem cells are required for regeneration in a radiation injury model (Metcalfe et al., 2014). In contrast, during colonic inflammation, they are dispensable for repair (Metcalfe et al., 2014), raising a question as to the identity of colonic stem cells mediating colitis-associated regeneration. Recent studies report a fetal-like reversion of the regenerative epithelium in both dextran sodium sulfate (DSS)-induced colitis and helminth infection (Nusse et al., 2018, Yui et al., 2018). Nevertheless, due to the lack of lineage tracing and cell ablation experiments, it is unclear whether cells in such a primitive state are functionally required for epithelial regeneration in colitis and can truly represent a regenerative stem cell population.

The complex cellular composition/architecture of the intestine poses a formidable challenge when striving to obtain a detailed, comprehensive mechanistic dissection of chronic injury and repair of its epithelium. Current 3D epithelial culture systems have limitations in their capability to model multiple cycles of injury and repair. Organoids and spheroid cultures mimic components of homeostasis (Miyoshi and Stappenbeck, 2013, Ootani et al., 2009, Sato et al., 2009, Sato et al., 2011, Spence et al., 2011). Manipulations of organoids or spheroids to induce relatively pure select lineages representing tissue homeostasis or injury are usually confounded by the short-lived nature of these cells and cellular states in culture (Basak et al., 2017, de Lau et al., 2012, Miyoshi et al., 2017, Yin et al., 2014, Yui et al., 2018). However, in pathological conditions like IBD, epithelial cells are often the subject of recurrent insults including hypoxic injury and endoplasmic reticulum (ER) stress (Giatromanolaki et al., 2003, Hatoum et al., 2005, Heazlewood et al., 2008, Kaser et al., 2008, Shkoda et al., 2007, Taylor and Colgan, 2007). As a result, intestinal epithelial cells can undergo repeated cycles of injury-repair (Sturm and Dignass, 2008), switching constantly from one cellular state to another. No *in vitro* epithelial model system has been able to recapitulate this complex process. The development of such a system would allow a better understanding of stem cell behavior during injury and subsequent regeneration and provide opportunities for creating new therapeutics.

In this report, we present the identification of a colitis-associated regenerative stem cell (CARSC) population marked by Hopx expression in mouse models of colitis. We demonstrate that Hopx^+^ CARSCs arise during the reparative stage of colitis, preceded by an injury phase when Lgr5/Hopx double negative atrophic crypts are prevalent near areas of ulcerations. Hopx^+^ CARSCs largely co-express fetal-like markers and can functionally contribute to regeneration as demonstrated by lineage tracing and cell ablation experiments. Importantly, we establish a long-term 2D colonic *in vitro* system capable of modeling Hopx^+^ CARSCs and the repeated cycles of colonic epithelial injury-regeneration. By exposing the apical side of the monolayer layer to air, *in vitro* Hopx^+^ CARSCs undergo a proliferative burst before regenerating into a self-organizing monolayer that mimics cells in homeostasis. This mature monolayer can then be re-submerged to elicit a profound and rapid damage response mimicking *in vivo* epithelial injury. Hypoxia and ER stress, insults commonly present in IBD patients and mouse models of colitis, mediate this process. Importantly the cycle of injury and repair can be completed in this model system, due to the fact the same monolayer can be re-exposed to air-liquid interface thus returning cells to a homeostatic state.

## Results

### Hopx^+^ CARSCs Promote Colitis-Associated Regeneration *In Vivo*

DSS administration to mice typically induces damage and ulceration of the colonic mucosa. We examined crypt morphology in DSS-induced injuries with or without a recovery phase. After a 14-day recovery from DSS injury, we confirmed previous studies that showed the presence of hypertrophic crypts in the distal colon (Erben et al., 2014, Yui et al., 2018). These elongated crypts contained an increased number of proliferative cells at the expense of cellular differentiation as demonstrated by a substantial reduction in mature goblet cells (Figures 1A–1C and S1A) The close proximity of hypertrophic crypts to the areas of ulceration reflected an ongoing process of crypt regeneration, as described previously (Yui et al., 2018). In contrast, during the injury phase (with continuous DSS administration for up to 7 days), many crypts, frequently located near or within ulcerated areas in the distal colon, exhibited an atrophic appearance. These atrophic crypts contained epithelial cells with a squamous morphology instead of the columnar shape observed in untreated mice (Figure 1A); they also manifested greatly reduced proliferative activity and mature goblet cell differentiation (Figures 1A, 1C, and S1A). Atrophic crypts with these characteristics were prominent at the injury stage but were rare during regeneration (Figure 1B). Thus, atrophic crypts appeared to precede emergence of hypertrophic crypts and potentially represent an injured cellular state occurring in response to DSS injury.

**Figure 1:**
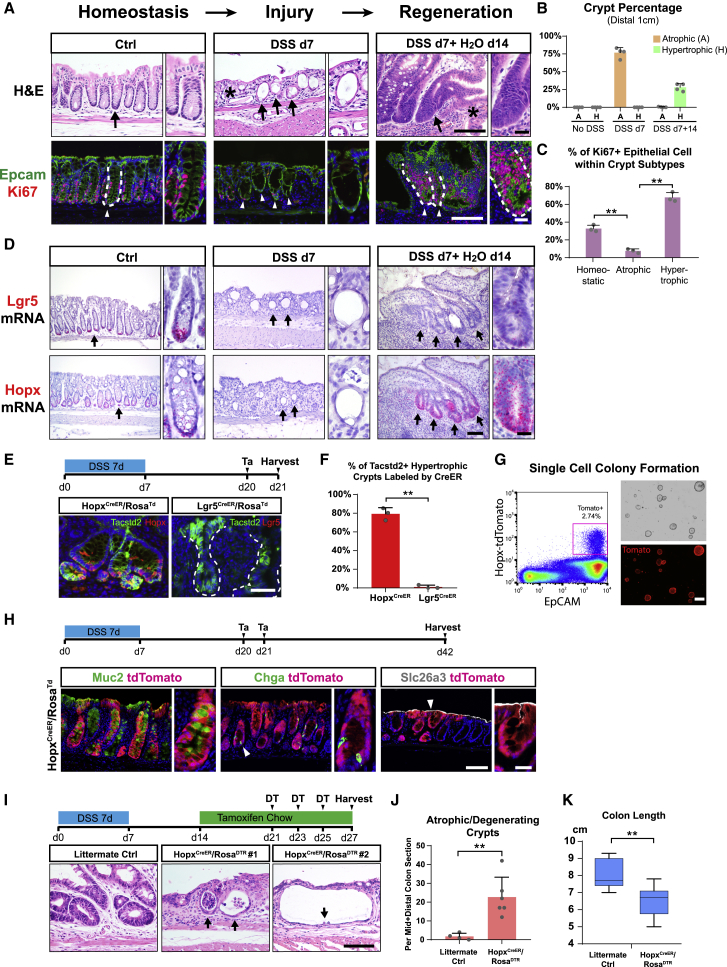
Hopx^+^ CARSCs Promote Colitis-Associated Regeneration *In Vivo* (A–D) Sections of colonic mucosa from wild-type (WT) mice treated with vehicle, 7 days of DSS, or 7 days of DSS with a 14-day “washout” period were stained with H&E (A, top panels), Epcam (green), Ki67 (red) (A, bottom panels), or *in situ* probes against Lgr5 (D, top panels) and Hopx mRNAs (D, bottom panels). Arrows and arrowheads denote crypt bases. White dashed lines indicate crypt/lamina propria boundaries. The asterisk denotes an ulcer. Percentage of atrophic (yellow) and hypertrophic (green) crypts within the distal-most colon (1 cm) under various conditions of DSS-induced colitis were plotted as mean ± SD (B) (A, atrophic crypts; H, hypertrophic crypts). The percentage of Ki67^+^ crypt epithelial cells was plotted as mean ± SD for homeostatic, atrophic, and hypertrophic crypts (C). n = 3–4 mice/group. (E and F) Transiently lineage-labeled cells (red) from *Hopx*^*CreERT2*^*/Rosa*^*Td*^ or *Lgr5*^*CreERT2*^*/Rosa*^*Td*^ mice were co-stained with Tacstd2 (green) (E). The percentage of Tacstd2^+^ crypts in the mid and distal colon that were co-labeled with tdTomato from the two CreERT2 lines was plotted as mean ± SD (F). n = 3 mice/group. (G) Single Hopx^+^ cells at the regenerative stage of DSS-induced colitis were sorted and cultured in Matrigel with 50% L-WRN media (left panel). Light and tdTomato fluorescent images of spheroids on day 6 after plating (right panels). (H) Experimental scheme for lineage tracing assays of Hopx^+^ CARSCs from *Hopx*^*CreERT2*^*/Rosa*^*Td*^ mice at the regenerative stage of DSS-induced colitis (top panel). TdTomato^+^ traced clones in the distal colon were co-stained with Muc2 (goblet cells), Chga (enteroendocrine cells), and Slc26a3 (colonocytes). (I–K) Experimental scheme for Hopx^+^ CARSCs ablation (I, top panel). Crypt morphology was defined by H&E stained colonic sections from *Hopx*^*CreER*^*/Rosa*^*DTR*^ mice (arrows in I) and their WT littermate controls subjected to the same procedure. The number of atrophic/degenerating crypts per mid + distal colon section was plotted as mean ± SD (J). n = 4–6 mice/group. Colon length was plotted as a box-whisker plot (K). n = 7–9 mice/group. Two-tailed Student’s t test in (C), (F), and (J): ^∗∗^p < 0.01. Two-tailed Mann-Whitney U test in (K): ^∗∗^p < 0.01. Bars: (G) 500 μm; (A, D, E, H, and I) 100 μm; (insets of A, D, and H) 25 μm. Histological, *in situ* hybridization and immuno-fluorescent images are representative of at least 3 mice examined. See also Figure S1.

**Figure S1:**
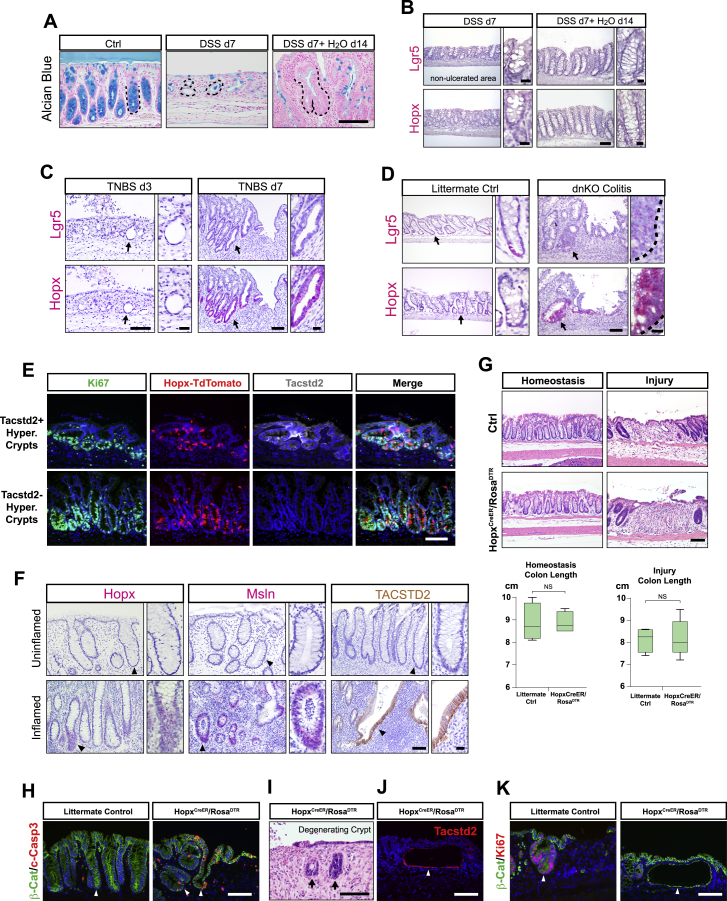
Hopx^+^ CARSCs Promote Colitis-Associated Regeneration *In Vivo*, Related to Figure 1 (A) Alcian blue staining of goblet cells present in colonic mucosa sections obtained from mice treated with no DSS, 7 days of DSS, and 7 days of DSS plus a 14-day recovery phase. Black dashed lines outlined the boundary between crypts and lamina propria. (B) *In situ* hybridization assay of Lgr5 and Hopx mRNA expression in crypts from areas with no ulcerations during the injury (DSS d7) and regenerative (DSS d7+ H_2_O d14) stages of DSS-induced colitis. Black dashed lines outlined the boundary between crypts and lamina propria. (C) *In situ* hybridization assay of Lgr5 and Hopx mRNA expression on colonic sections derived from BALB/c mice 3 and 7 days following acute injury by TNBS enema. Note the presence of abundant atrophic crypts on TNBS day 3 (arrows in left panels) and hypertrophic crypts on TNBS day 7 (arrows in right panels). The insets magnify areas indicated by the arrows. (D) Lgr5 and Hopx mRNA levels assayed by *in situ* hybridization in the dnKO spontaneous colitis model. Arrow denotes homeostatic crypts from WT littermate controls (left panels) or hypertrophic crypts from dnKO mice (right panels). The insets magnify areas indicated by the arrows. (E) Hopx+ CARSCs, transiently labeled by tamoxifen administration at the regenerative stage of DSS-induced colitis, were co-stained with Ki67 (green) and Tacstd2 (gray). Hopx-labeled hypertrophic crypts were assessed for co-localization with Tacstd2. (F) Hopx and Msln mRNA levels and TACSTD2 protein level were assayed on surgical resection or biopsy samples derived from patients with ulcerative colitis. Paired uninflamed and inflamed areas of the same sample were assayed for comparison. Images were representative of staining in the 7 patient samples. (G) H&E staining of colon sections derived from *Hopx*^*CreER*^*/Rosa*^*DTR*^ and littermate control mice that were subject to Hopx+ cell ablation during homeostasis or at the injury phase of DSS-induced colitis. Colon lengths from each group were measured and plotted as a box-whisker plot. n = 3 mice/group. (H) Epithelial apoptosis identified by co-staining of cleaved-Caspase 3 (red) and β-catenin (green) in *Hopx*^*CreER*^*/Rosa*^*Td*^ (arrow in right panel) and wild-type littermate control mice (arrow in left panel) after a single dose of diphtheria toxin. (I) Degenerating crypts (arrows) shown by H&E staining after ablation of Hopx+ CARSCs. (J) Atrophic-appearing crypts resulted from Hopx+ CARSCs ablation stained for Tacstd2 to examine co-localization (arrowhead). (K) Atrophic-appearing crypts resulted from Hopx+ CARSCs ablation were stained for Ki67 to examine cell proliferation (arrow in right panel). This was compared to the proliferation level of hypertrophic crypts in littermate controls subjected to the same procedure (arrow in left panel). Two-tailed Mann-Whitney U test in G: NS = Not Significant. Bars: (A-K) 100 μm; (insets of B, C, D and F) 25 μm. Histological, *in situ* hybridization and immuno-fluorescent images are representative of at least 3 animals examined.

We next examined the mRNA expression of markers for fast-(Lgr5) and slow-cycling (Hopx) stem cells by *in situ* hybridization at distinct stages of DSS-induced colitis. Mice administered with 7 days of DSS showed greatly decreased expression of both Lgr5 and Hopx mRNAs in both uninjured (Figure S1B) and injured areas, the latter including atrophic crypts (Figure 1D). In mice with DSS injury followed by 14 days of recovery, Lgr5 expression was still largely suppressed in most colonic crypts, including uninjured areas and regenerating hypertrophic crypts (Figures 1D and S1B). This latter finding is consistent with previously reported transcriptomic data (Yui et al., 2018). In contrast, Hopx expression re-emerged during the regeneration phase with robust expression specifically in epithelial cells located in hypertrophic crypts (Figures 1D and S1B). These data suggest that Hopx can potentially mark an arising regenerative stem cell population. A similar temporal pattern of crypt morphological changes during injury/repair was observed in response to 2,4,6-trinitrobenzene sulfonic acid (TNBS)-induced colitis (Figure S1C). As in the DSS model, neither Hopx nor Lgr5 mRNA was detected in atrophic crypts (present on day 3 post injury); in contrast, Hopx but not Lgr5 mRNA was enriched in hypertrophic crypts (present on day 7 post injury). We also observed similar findings using a genetic model of spontaneous colitis (dnKO) where hypertrophic crypts are a prominent feature (Figure S1D; Kang et al., 2008). Thus, Hopx mRNA is enriched in hypertrophic crypts in multiple models of colonic damage secondary to inflammation.

The re-emergence of Hopx expression was similar in timing and location to the induction of fetal-like markers, such as Tacstd2 (Trop2), during epithelial regeneration (Yui et al., 2018). We utilized the *Hopx-CreERT2/Rosa-LSL-tdTomato* (*Hopx*^*CreER*^*/Rosa*^*Td*^) as well as *Lgr5-EGFP-IRES-CreERT2/Rosa-LSL-tdTomato* (*Lgr5*^*CreER*^*/Rosa*^*Td*^) mice to transiently label Hopx^+^ and Lgr5^+^ cells, respectively, by tamoxifen induction during the hypertrophic crypt stage (Figure 1E). Over 70% of Tacstd2 (Trop2)^+^ crypts were labeled by the Hopx reporter, whereas <2% were labeled by the Lgr5 reporter (Figures 1E and 1F). With the caveat that possible unequal mosaicism is associated with the two reporter mouse lines, these data further support the conclusion that Hopx, but not Lgr5, mark a regenerative stem cell population within hypertrophic crypts. Interestingly, we also noted Hopx-labeling of hypertrophic crypts that were Tacstd2-negative (Figure S1E), implying heterogeneity in the composition and stages of regenerative crypts.

We next performed lineage-tracing experiments to test if Hopx marks regenerative stem cells that can contribute to the restoration of epithelial homeostasis. We labeled the Hopx-expressing cells in *Hopx*^*CreER*^*/Rosa*^*Td*^ mice after 14 days of recovery and observed tdTomato-traced clones 21 days after labeling. We found numerous tdTomato^+^ ribbons within the distal colon, particularly the most distal 1-cm segment where DSS-induced injury and regenerative events were prevalent (Figure 1H). These tdTomato-traced clones also contained multiple differentiated cell lineages including goblet cell, enteroendocrine cell, and colonocytes (Figure 1H), suggesting that the Hopx^+^ cells within hypertrophic crypts can re-establish homeostasis and possess regenerative stem cell properties. To further demonstrate the stem cell properties of these cells, we sorted single Hopx^+^ cells from colons during the regenerative stage and cultured them in Matrigel/L-WRN media. We found 1.9% ± 0.3% of these cells (n = 3 experiments) formed spheroids (Figure 1G), comparable to previously reported colony formation efficiency of singly sorted stem cells isolated from the homeostatic colon (Sasaki et al., 2016). Based on these data, we termed this cell population Hopx^+^ CARSCs.

We then tested if an equivalently marked regenerative stem cell population existed during crypt regeneration in humans. Using colonic sections from areas of active and inactive disease in ulcerative colitis subjects, we found expression of Hopx, as well as regenerative epithelial markers Tacstd2 and Msln (Gregorieff et al., 2015), were detected in hypertrophic crypts within the inflamed areas but not in uninflamed areas (Figure S1F), suggesting a similar paradigm of regeneration may occur in human colon.

To evaluate if the emerging Hopx^+^ CARSCs play a functional role in colitis-associated crypt regeneration, we ablated this population in the *Hopx*^*CreER*^*/Rosa*^*DTR*^ line at the hypertrophic stage by diphtheria toxin (DT) injection beginning at 14 days post DSS injury (Figure 1I). Elevated epithelial apoptosis was observed in the hypertrophic crypts after one dose of DT (Figure S1H). After three doses of DT, we observed a decrease in colon length and substantial increase in atrophic and degenerative appearing crypts that were rare at this stage of regeneration in littermate controls subjected to the same procedure (Figures 1I–1K and S1I). The atrophic-appearing crypts largely co-labeled with Tacstd2 (Figure S1J), implying cell ablation had occurred as intended within hypertrophic crypts. Importantly, these atrophic appearing crypts exhibited diminished proliferation and occasional dilation (Figures 1I and S1K), suggesting a disruption of normal regenerative processes driven by hypertrophic crypts. No effects on crypt morphology or colon length were detected when ablation was performed prior to or immediately after injury (Figure S1G). Together, these findings establish an essential function of the emerging Hopx^+^ CARSCs in promoting crypt regeneration in the setting of colitis.

### *In Vitro* Culture of a Self-Organizing Colonic Epithelial Monolayer

As we demonstrated above, the dynamic nature of crypt remodeling and the power of epithelial regeneration are remarkable in colitis, but the extent to which these processes are epithelial intrinsic is unclear. Deconstructing the epithelial-specific capacity calls for an *in vitro* system that permits colonic epithelial cells to seamlessly switch between multiple cellular states reflecting distinct stages of *in vivo* regeneration. A first step toward this goal was to establish a long-term *in vitro* culture that contains features of colonic crypt epithelial cells in steady state. To this end, we adopted and modified a Transwell method (Wang et al., 2015) to culture adult mouse colonic epithelial cells in two dimensions. Colonic spheroids were dissociated into single cells (Miyoshi and Stappenbeck, 2013, Moon et al., 2014) and plated onto Transwell membranes. Cells were exposed to air-liquid interface (ALI) for 14 to 28 days after being submerged in L-WRN conditioned medium for 7 days (Figure 2A). Surprisingly, we did not observe crypt-like folding structures as previously reported (Wang et al., 2015), but rather a continuous 2D monolayer of epithelium. The presence of a feeder layer of irradiated 3T3 cells did not alter the 2D monolayer morphology (data not shown). Interestingly, cells at day 0 and day 21 after exposure to the air-liquid interface (ALId0, ALId21) showed drastically different cell morphologies. H&E stained sections of ALId0 cells revealed a squamous morphology with no indication of cellular differentiation, while ALId21 cells were columnar and included a population with goblet cell features (Figure 2B). β-catenin staining of monolayer sections demonstrated that the cell height on ALId21 was similar to *in vivo* colonic crypts (Figures S2A and S2B). In addition, microvilli length on ALId28 measured ∼1 μm, comparable to the microvillar length of absorptive cells *in vivo* (Figures S2C and S2D).

**Figure 2:**
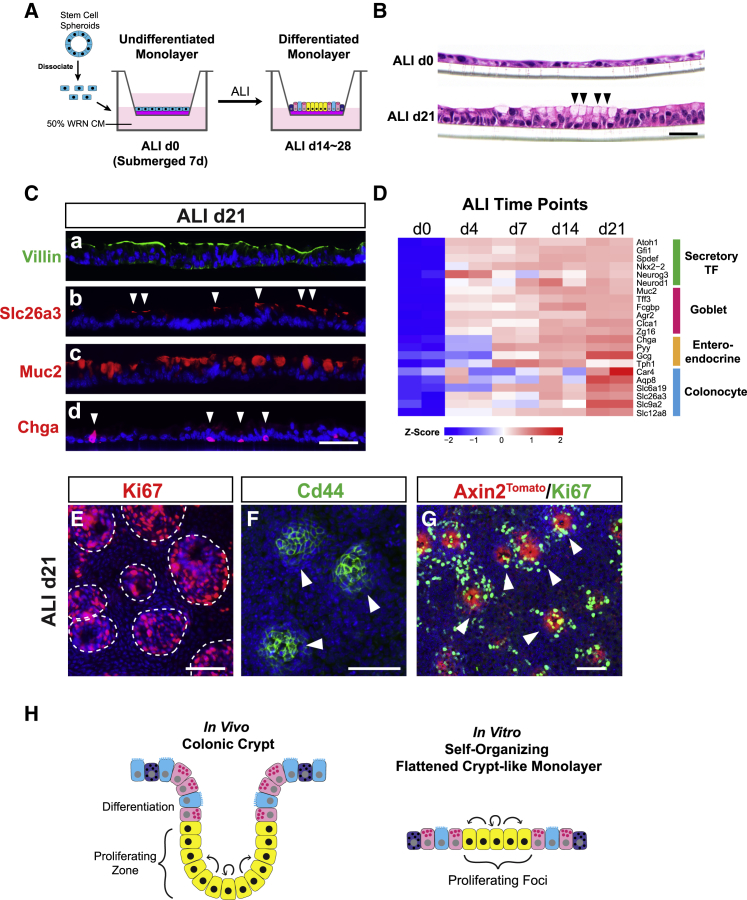
*In Vitro* Culture of a Self-Organizing Colonic Epithelial Monolayer (A) Experimental scheme for ALI culture. (B) H&E stained sections of Transwell monolayers showed morphological changes from ALId0 to ALId21 including signs of goblet cell differentiation on ALId21 (arrowheads). (C) Sections of ALId21 monolayers stained for Villin (brush border, a), Slc26a3 (colonocytes, b, arrowheads), Muc2 (goblet cells, c), and Chga (enteroendocrine cells, d, arrowheads). (D) Heatmap of secretory cell transcription factors as well as goblet, enteroendocrine, and colonocyte markers at various stages of ALI culture. n = 2 replicates/time point. (E and F) Whole mount staining for Ki67 (E) and CD44 (F) on ALId21 marked numerous self-organizing proliferative foci. (G) ALI monolayers derived from *Axin2*^*tdTomato*^ reporter line on ALId21 were co-stained for RFP (red) and Ki67 (green, arrowheads). (H) Diagram demonstrating that mature *in vitro* ALI cultures resemble flattened crypts *in vivo*. Bars: (B) 25 μm; (C and E–G) 50 μm. Histological and immuno-fluorescent images are representative of at least 3 Transwell samples examined. See also Figure S2 and Tables S1 and S2.

**Figure S2:**
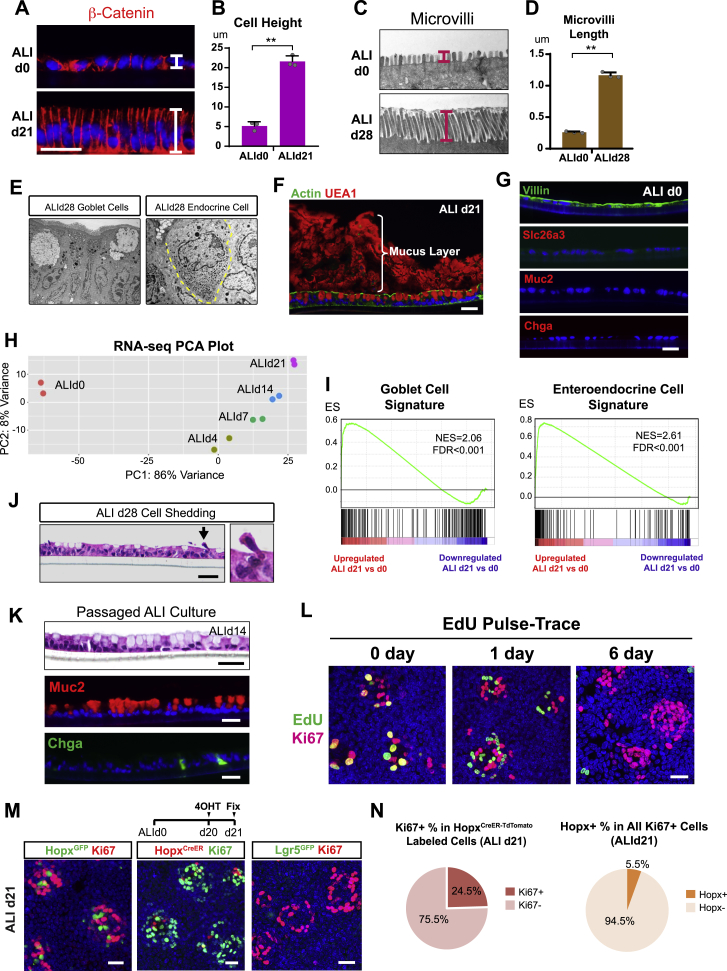
*In Vitro* Culture of a Self-Organizing Colonic Epithelial Monolayer, Related to Figure 2 (A-B) β-catenin staining demonstrated the distinct cell shapes on ALId0 and ALId21 (A). Cell height was quantified and plotted to compare ALId21 and ALId0 (B). n = 3 samples/group. (C-D) Microvilli length measured in the transmission electron microscopy images and compared between ALId28 and ALId0. n = 3 samples/group (10 cells per sample) (E) Transmission electron microscopy images showed the morphology of goblet cells (left panel) and enteroendocrine cells with secretory granules (right panel). Yellow dashed line outlined an enteroendocrine cell. (F) Actin (green) and UEA1 (red) double staining described polarization and the presence of a mucus layer in ALId21 monolayers. (G) Immunostaining of major colonic epithelium lineage markers on ALId0 monolayers. (H) Principal component analysis of transcriptomic profiles of monolayers harvested on ALId0, ALId4, ALId7, ALId14 and ALId21. (I) GSEA-based analysis comparing the mRNA profiles of ALId21 cells to published goblet (left panel) and enteroendocrine cells (right panel) (Jadhav et al., 2017). See also Tables S1 and S2. (J) H&E staining showed a cell extrusion event (arrow and higher power view on the right) on ALId21. (K) ALId21 monolayer culture was dissociated by trypsin digestion and re-plated onto a new Transwell followed by 7 days of submersion and 14 days of ALI. Cell morphology after the passaging procedure is defined by H&E staining. Goblet cell and enteroendocrine cell differentiation was demonstrated by Muc2 and Chga staining. (L) EdU and Ki67 co-staining on monolayers that were labeled by EdU incorporation for 3 h and washed out for various times (0, 1 and 6 days). (M-N) Hopx^GFP^+ (left panel in M), Lgr5^GFP^+ (right panel in M) or Hopx^CreERT2^ (middle panel in M) transiently labeled cells co-stained for Ki67 on ALId21. The proliferation rate of Hopx-labeled cells on ALId21 was plotted in the form of a pie chart (left panel in N). The percentage of Hopx+ cells within the Ki67% loci was plotted as a pie chart (right panel in N). n = 3 samples/group. Mean values ± SD are shown. Two-tailed Student’s t test: ^∗^p < 0.05; ^∗∗^p < 0.01. Bars: (A, F, G, J, K, L and M) 25 μm. Histological, *in situ* hybridization, EM and immuno-fluorescent images are representative of at least three samples examined.

We used several approaches to define the extent to which differentiated cell lineages were induced by the switch to ALI. Immunostaining and transmission electron microscopic images demonstrated that the ALId21 colonic monolayers contained all major differentiated cell types including goblet cells (marked by Muc2), enteroendocrine cells (marked by Chga), and absorptive colonocytes (marked by Slc26a3) (Figures 2C and S2E). Goblet cells were capable of secreting mucus that overlaid the epithelium (Figure S2F). The percentages of goblet and enteroendocrine cells were 34.5% ± 4.8% and 1.9% ± 0.4%, respectively (n = 3 experiments). The allocation of these two lineages was slightly higher than *in vivo* (Tóth et al., 2017), although the number could vary among different segments of the colon. In contrast, no cellular differentiation was detectable in ALId0 cells (Figure S2G). 

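Monolayers of mouse colonic epithelial stem cells were sampled while still submerged in medium (ALId0) and 4, 7, 14 and 21 days after the medium above them was removed to make an air-liquid interface (ALId4, ALId7, ALId14 and ALId21). RNA of 2 libraries per time point was sequenced after depletion of ribosomal RNA. The authors aligned the reads to the mouse genome with STAR and deposited the number of uniquely aligned reads on each gene, without normalization, for 40690 Ensembl gene identifiers. The libraries held 28080122 and 30496452 counts on ALId0, 25726181 and 27705724 on ALId4, 22828752 and 23084945 on ALId7, 24706223 and 24836515 on ALId14, and 23734649 and 24739711 on ALId21. The 10 genes with the most counts took between 5.54% and 7.65% of a library. All 10 libraries were fitted together with edgeR, after scaling by the trimmed mean of M-values (TMM) and a filter on low counts that left 14607 genes. Levels are given as edgeR's CPM, with the scaled library size as denominator. With 2 libraries per time point, an unchanged gene has both libraries of 1 time point above or below both of another in 33.3% of cases.
Over the 500 genes with the most variable log2 CPM, the first principal component held 85.7% of the variance and the second 7.67%. The 2 ALId0 libraries had scores of -74.4 and -72.5 on the first component, and the ALId4 libraries -4.92 and 3.43. Scores rose further to 14.8 and 19.4 on ALId7, 22.6 and 26.4 on ALId14 and 32.6 and 32.6 on ALId21, so that the libraries of successive time points did not overlap. The setting that moved this result most was the use of all tested genes, with which the first component held 61.4% of the variance.
Between ALId0 and ALId4, 5348 (2345 higher and 3003 lower) of the 14607 genes had an adjusted p under 0.05. From ALId4 to ALId7 the number was 293 (161 higher and 132 lower), with 2613 at an unadjusted p under 0.05, and it was 3758 (1949 higher and 1809 lower) from ALId7 to ALId14 and 3959 (1891 higher and 2068 lower) from ALId14 to ALId21. At a minimum change of 2-fold, 821 genes were higher and 1320 lower on ALId4, and 86 and 49 on ALId7, each against the time point before. On ALId14 most of these larger changes were falls, with 178 higher and 864 lower, and on ALId21 the numbers were 637 and 413. The ALId7 count moved most with the settings. It was 1169 without the filter on low counts, where edgeR's prior degrees of freedom became infinite and a gene's own spread between libraries no longer entered its p-value. It was 599 with DESeq2, where 43.4% were higher against 54.9% with edgeR. It was 92 with only these 2 groups in the fit. With library totals and no scaling factors, a setting added after seeing the data, 65.0% of the ALId7 calls and 37.0% of the ALId14 calls were higher, against 54.9% and 51.9% with TMM.
Between ALId0 and ALId21, 7297 genes (3564 higher and 3733 lower) had an adjusted p under 0.05. Among those with an average log2 CPM of at least 3 and no overlap between the libraries, the largest rises were in Ces1c (ENSMUSG00000057400), a carboxylesterase gene, from 0.121 ± 0.0639 CPM (SD, n = 2) to 33.6 ± 3.66 CPM, and Mptx1 (ENSMUSG00000026531), which encodes a pentraxin, from 5.50 ± 0.458 to 1283 ± 118 CPM. Their log2 fold changes were 8.02 (standard error 0.291, adjusted p = 1.39e-09) and 7.86 (standard error 0.134, adjusted p = 8.01e-12) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of all 50-base stretches in their exons, 13.0% in Ces1c also occur in Ces1b or Ces1e, and 17.9% in Mptx1 also occur in Mptx2, so part of their counts is uncertain. The largest falls by the same test were in Spp1 (ENSMUSG00000029304), which encodes osteopontin, with a log2 fold change of -8.82 (standard error 0.845), and Fbln2 (ENSMUSG00000064080), which encodes fibulin 2, with -7.93 (standard error 0.557). Spp1 stood at 262 ± 57.0 CPM on ALId0 and 0.580 ± 0.310 on ALId21, and 11.6% of its 50-base stretches are shared with Gm42793. Fbln2 is 1 of 36 tested fibroblast genes, of which 34 were lower on ALId21.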

RNA sequencing (RNA-seq) analysis of epithelial monolayers at multiple time points after the switch to ALI, including ALId0, ALId4, ALId7, ALId14, and ALId21, showed a clear evolution of RNA profiles over time (Figure S2H). 

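The transcription factor genes Atoh1, Gfi1, Spdef, Neurog3, Neurod1 and Nkx2-2 were higher in both ALId4 libraries than in both ALId0 libraries. Atoh1 (ENSMUSG00000073043) lies on chromosome 6 from 64729125 to 64731245 in GRCm38 (GENCODE vM21), and Neurog3 (ENSMUSG00000044312) on chromosome 10 from 62133090 to 62134763. Atoh1 stood at 9.65 ± 2.93 CPM (SD, n = 2) on ALId0, or between 199 and 352 counts per library, and at 202 ± 3.13 CPM on ALId4. Its log2 fold change was 4.38 (standard error 0.165, adjusted p = 3.1e-09) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Spdef rose from 3.33 ± 0.0892 to 134 ± 2.12 CPM and Gfi1 from 0.124 ± 0.0134 to 12.7 ± 0.395 CPM, with log2 fold changes of 5.33 (adjusted p = 3.06e-11) and 6.61 (adjusted p = 5.41e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neurog3 went from 1.40 ± 0.420 to 18.1 ± 2.6 CPM and Neurod1 from 0.212 ± 0.0302 to 2.25 ± 0.373 CPM, changes of 3.67 (adjusted p = 6.58e-07) and 3.37 (adjusted p = 0.000121) on the log2 scale by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nkx2-2 had at most 3 counts in each ALId0 library and was at least 25.1-fold higher on ALId4, at 2.86 ± 0.825 CPM. Of the 6 genes, 6 passed an adjusted p of 0.05 over all tested genes and 6 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Part of the exons of Neurog3 (13.3% of 50-base stretches, with Fam241b), Neurod1 (9.66%, with Cerkl) and Nkx2-2 (8.04%, with Nkx2-2os) is shared with another gene. From ALId4 to ALId7 Neurog3 fell by 1.47 on the log2 scale to 6.52 ± 2.01 CPM (adjusted p = 0.00616 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).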

Expression of transcription factors crucial for specification of secretory lineage differentiation, including the master regulator Atoh1, were first detected on as early as ALId4 (Figure 2D). 

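The goblet cell genes Muc2, Tff3, Fcgbp, Agr2, Clca1 and Zg16 had log2 fold changes from 4.35 to 5.70 between ALId0 and ALId4, with both ALId4 libraries above both ALId0 libraries in each. Muc2 (ENSMUSG00000025515, chromosome 7 from 141690340 to 141754693 in GRCm38) encodes the main secreted mucin of the colon. It rose from 8.10 ± 0.0361 CPM (SD, n = 2) on ALId0 to 312 ± 7.94 CPM on ALId4, a log2 fold change of 5.26 (standard error 0.279, adjusted p = 6.16e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tff3 (ENSMUSG00000024029), which encodes trefoil factor 3, rose from 65.0 ± 4.25 to 2365 ± 112 CPM, and Zg16 (ENSMUSG00000049350) from 15.6 ± 0.271 to 809 ± 110.3 CPM. For Fcgbp, 6.42% of the 50-base stretches are shared with 9530053A07Rik. The number past an adjusted p of 0.05 was 6 of 6 over all tested genes and 6 of 6 adjusted over the list alone, the latter not independent evidence, since these samples were those on which the study chose the markers.
Among the enteroendocrine genes Chga, Pyy, Gcg and Tph1, 3 of 4 rose between ALId0 and ALId4, while Gcg, which encodes proglucagon, had a log2 fold change of 0.26 (adjusted p = 0.137) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From ALId4 to ALId7, 4 of 4 rose, with log2 fold changes between 1.35 and 1.81 and both ALId7 libraries above both ALId4 libraries. Chga (ENSMUSG00000021194, chromosome 12 from 102554969 to 102565028), which encodes chromogranin A, went from 17.8 ± 0.428 CPM on ALId0 to 55.9 ± 0.719 on ALId4 and 143 ± 9.57 on ALId7. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was 1.65 (adjusted p = 3.83e-08) over the first interval and 1.35 (adjusted p = 1.06e-05) over the second. Gcg stood at 6.55 ± 0.586, 7.82 ± 0.975 and 25.2 ± 1.97 CPM at these 3 time points, and its log2 fold change from ALId4 to ALId7 was 1.69 (standard error 0.115, adjusted p = 3.29e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same 4 genes passed when adjusted over the list alone. Whether the change of Gcg differed between the 2 intervals was not tested.

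**Figure D1:**
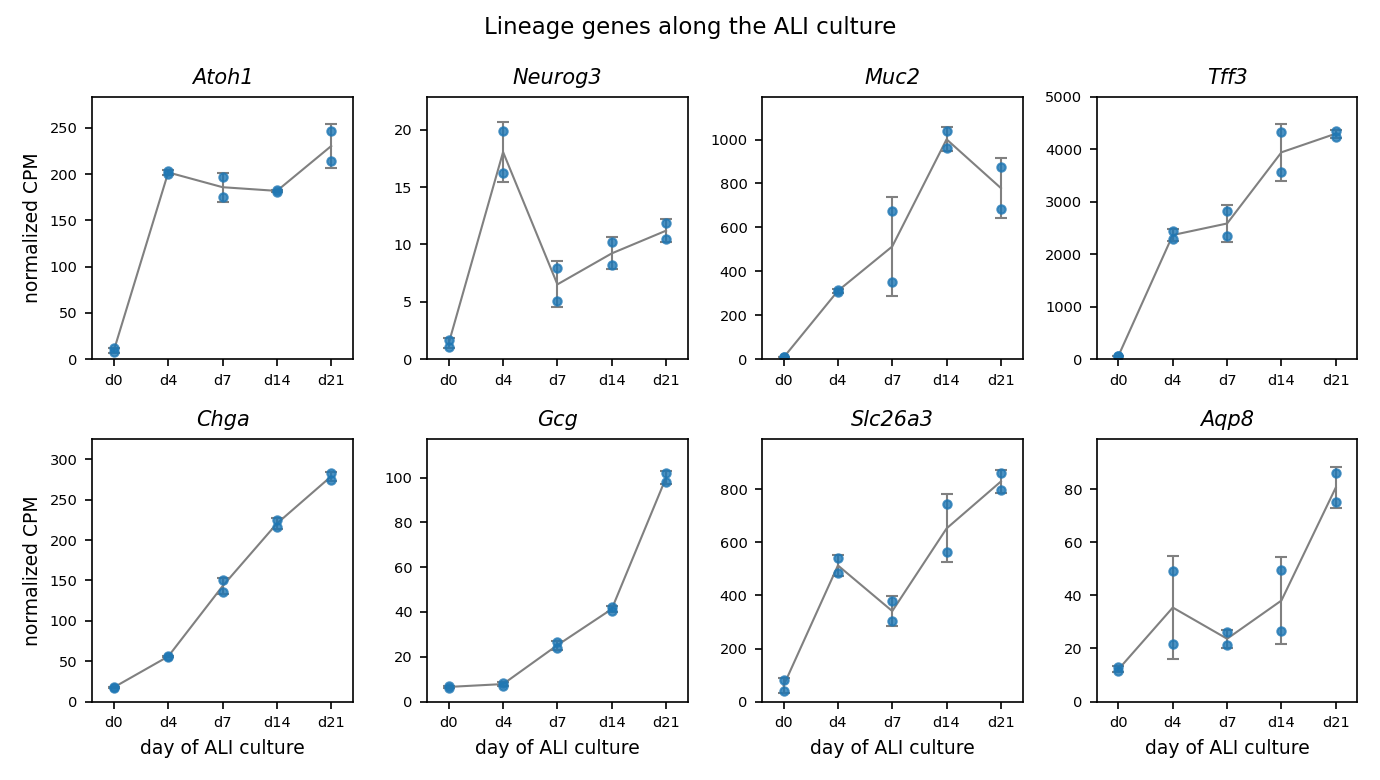
Normalized CPM of Atoh1, Neurog3, Muc2, Tff3, Chga, Gcg, Slc26a3 and Aqp8 against days at the air-liquid interface, with a point for each of the 2 libraries per time point, the mean and bars of ± SD. Muc2 goes from 8.10 to 312 CPM by ALId4, and Gcg from 7.82 to 25.2 CPM between ALId4 and ALId7.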

The goblet cell transcriptional signature emerged by ALId4 and was followed by a substantial upregulation of enteroendocrine cell markers on ALId7 (Figure 2D). 

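For the colonocyte genes Slc26a3, Aqp8, Car4, Slc12a8, Slc6a19 and Slc9a2, log2 fold changes between ALId14 and ALId21 ran from 0.35 to 1.08, and both ALId21 libraries lay above both ALId14 libraries in each. Of the 6, 3 passed an adjusted p of 0.05 over all tested genes (Aqp8, Slc9a2 and Slc12a8) and 5 did when adjusted over the list alone, which is not independent evidence here. Aqp8 (ENSMUSG00000030762, chromosome 7 from 123462291 to 123468004 in GRCm38), which encodes a water channel, rose from 38 ± 16.3 CPM (SD, n = 2) on ALId14 to 80.5 ± 7.74 CPM on ALId21. Its log2 fold change of 1.08 (standard error 0.321, adjusted p = 0.0269) is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2's adjusted p for it was 0.0623, in a range of 0.00202 to 0.0623 over its settings with finite prior degrees of freedom. Slc9a2 (ENSMUSG00000026062) went from 116 ± 15.0 to 218 ± 2.13 CPM and Slc12a8 (ENSMUSG00000035506) from 74.7 ± 2.01 to 126 ± 10.4 CPM, log2 fold changes of 0.91 (adjusted p = 0.00156) and 0.75 (adjusted p = 0.000712) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc26a3 (ENSMUSG00000001225, chromosome 12 from 31390871 to 31473917), a chloride and bicarbonate exchanger gene, changed by 0.35 (standard error 0.242, adjusted p = 0.327) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With only the libraries of ALId14 and ALId21 in the fit, its adjusted p was 0.0233 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over the same settings it ran from 0.0233 to 0.501. Already between ALId0 and ALId4, 5 of the 6 genes had risen, with Slc26a3 going from 60.5 ± 28.4 to 513 ± 38 CPM and Slc12a8 from 2.36 ± 0.324 to 35.1 ± 0.436 CPM. The log2 fold changes of these 2 genes were 3.09 (adjusted p = 3.26e-06) and 3.90 (adjusted p = 7.61e-09) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Car4 stood at 1.78 ± 0.208 CPM on ALId0 and 2.08 ± 0.80 on ALId4, and its log2 fold change of 0.22 became -0.24 without ALId4 replicate 1.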

Colonocyte markers increased later between ALId14 and ALId21 (Figure 2D). We next utilized gene set enrichment analysis (GSEA) to compare the transcriptomic profile of ALId21 monolayers to those derived from sorted goblet cells and enteroendocrine cells *in vivo* (Jadhav et al., 2017). This revealed a significant enrichment of goblet and enteroendocrine cell signatures in the ALId21 monolayers (Figure S2I; Tables S1 and S2). These findings depict a dynamic stepwise lineage differentiation process after the ALI switch and indicate d21 ALI culture comprises the major epithelial cell lineages found in a homeostatic crypt.

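Genes were ranked by the log2 fold change of ALId21 over ALId0, and the enrichment score of each set was normalized by 10000 random gene sets of its size. The paper gives 300 to 500 genes for its custom sets, and Table S1 holds 219 genes and Table S2 166 genes before its ranks start again (the 99 rows after that were not used). The steps of the authors' running score in these tables add up to 100.0% of the summed scores listed, for each of Tables S1 to S6, so each table holds its whole set as the authors tested it. Of the goblet cell genes 201 were tested, with a normalized enrichment score of 2.1 (permutation p = 0.00048, the smallest these random sets can give). In this set 79 genes were higher on ALId21 and 72 lower at an adjusted p under 0.05, or 85 and 75 adjusted over the list alone, and the median log2 fold change was 0.20. The enteroendocrine set, with 158 tested genes, had a normalized enrichment score of 2.58 (permutation p = 0.00042, again the smallest possible), with 103 genes higher and 28 lower (106 and 31 adjusted over the list alone) and a median log2 fold change of 2.31. The setting that moved these scores most gave every gene equal weight in the running score and raised them to 4.08 and 8.14. Both sets were also tested with camera, which compares a set with the other genes at a preset correlation of 0.01 between genes. Its Benjamini-Hochberg adjusted p over the 6 sets tested was 0.0687 for the goblet set, in a range of 0.0648 to 0.18 over the settings, and 1.07e-11 for the enteroendocrine set. The fry test needs no preset correlation, but asks whether a set's own genes changed and does not compare them with other genes. By fry the adjusted p was 7.27e-05 for the goblet set and 6.21e-07 for the enteroendocrine set. With 7297 of 14607 genes changed between these days, a set can pass fry without being enriched. The goblet set was thus past the threshold in the test of change and not in camera's comparison with other genes.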

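By ALId21 the goblet, enteroendocrine and colonocyte genes of the time course were all higher than on ALId0, in both libraries and at an adjusted p under 0.05 over all tested genes. Log2 fold changes were between 5.35 and 7.20 for the 6 goblet cell genes, between 2.61 and 3.97 for the 4 enteroendocrine genes and between 1.02 and 5.74 for the 6 colonocyte genes. On ALId21, Tff3 was at 4298 ± 76 CPM (SD, n = 2), Gcg at 100.0 ± 3.01 CPM and Slc26a3 at 829 ± 44.4 CPM. From the order in which these markers rose and the enrichment of the sorted-cell signatures, the paper concludes that lineages differentiate stepwise after the switch and that the culture at this time point holds the major epithelial lineages. It also reports these cell types on ALId21 from immunostaining and electron microscopy, which were not analysed here.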

The long-term feature of ALI culture together with apparent cell shedding and turnover (Figure S2J) suggested the presence of a stable, self-renewal component to the monolayers. Supporting this idea, we were able to passage ALId21 cells and re-establish a new mature monolayer (Figure S2K). Remarkably, whole mount staining of ALId21 cells revealed numerous foci of proliferative cells positive for both Ki67 and Cd44 (Figures 2E and 2F), biomarkers of crypt base cells *in vivo*. A widely held notion is that a Wnt ligand gradient is crucial for formation of the proliferative compartment at the crypt base (Clevers, 2013, Farin et al., 2016); however, cells in the ALI culture were all exposed to the same level of Wnt-containing medium and lacks the Wnt-producing Paneth cells reported to shape the gradient that creates the organization of small intestinal organoids (Farin et al., 2016, Sato et al., 2011). We found that Axin2, a target of canonical Wnt signaling, is primarily co-localized to the Ki67^+^ foci (Figure 2G), demonstrating a differential response to Wnt exists in the absence of a ligand gradient in ALI culture.

Consistent with active cellular turnover, ethynyldeoxyuridine (EdU) pulse-chase experiments showed that the transiently labeled proliferative cells (EdU^+^) had largely exited proliferative foci by day 6 post labeling. This timing was similar to *in vivo* mouse colons (Figure S2L; Karam, 1999). Furthermore, Ki67^+^ foci harbored Hopx but not Lgr5-expressing cells (Figure S2M); 25% ± 6% of these Hopx^+^ cells were in a proliferative state (Figure S2N), a rate similar to the slow-cycling +4 intestinal epithelial stem cells *in vivo* (Bankaitis et al., 2018, Li et al., 2016, Montgomery et al., 2011, Powell et al., 2012). Within the Ki67^+^ foci, 5.5% ± 0.3% of cells were Hopx^+^ (Figure S2N). These findings suggested that the *in vitro* homeostasis-like status of ALId21 is fueled by Hopx-expressing “+4-like” stem cells, confirming the dispensability of Lgr5^+^ stem cells for homeostasis (Tian et al., 2011). We speculate that certain components in the L-WRN media may have favored such stem cell choices. Moreover, the self-organizing nature of the mature monolayer in Transwell ALI culture can be utilized to successfully support the complete sexual growth cycles of Cryptosporidium (Wilke et al., 2019), a challenging epithelial parasite to grow *in vitro*. Taken together, we have established a unique 2D sheet of colonic epithelial cells that self-organizes in the absence of a Wnt gradient and mimics “flattened” homeostatic crypts *in vivo* (Figure 2H).

### *In Vitro* Modeling of Hopx^+^ CARSCs

To address questions about how the homeostasis-like monolayer forms on ALId21 and what cells give rise to this stable monolayer, we characterized the nature of cells in the undifferentiated ALId0 epithelium. We initially hypothesized that Lgr5^+^ stem cells, a main crypt stem cell population present under conditions of homeostasis, would predominate. However, we did not observe detectable GFP signal in monolayers derived from *Lgr5*^*GFP*^ mice (Figure 3A). In contrast, monolayers derived from *Hopx*^*GFP*^ mice showed readily detectable positive signals in most cells (Figure 3A). Fluorescence-activated cell sorting (FACS) analysis of ALId0 cells from the two GFP lines confirmed the whole mount staining results (Figures 3B and S3A). *In situ* hybridization demonstrated low levels of detectable Lgr5 mRNA transcripts in contrast to Hopx (Figure S3B). 

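Hopx (ENSMUSG00000059325) lies on chromosome 5 from 77086988 to 77115121 in GRCm38 and Lgr5 (ENSMUSG00000020140) on chromosome 10 from 115450311 to 115587780. On ALId0, Hopx was at 106 ± 2.98 CPM (SD, n = 2) and Lgr5 at 17.5 ± 7.08 CPM (SD, n = 2) in the libraries of the ALI time course. The log2 ratio of Hopx to Lgr5 was 2.66 ± 0.641 (SD, n = 2), with 2.20 in 1 library and 3.11 in the other. Because a long gene gathers more counts at the same level, the ratio was also taken per kilobase of exon (1516 bases for Hopx and 10264 for Lgr5), which moved it most. It then became 5.41, from 69.7 ± 1.97 CPM per kilobase for Hopx and 1.71 ± 0.690 for Lgr5. In 3 further ALId0 libraries, sequenced in another set, Hopx was at 183 ± 4.92 CPM (SD, n = 3), Lgr5 at 1.21 ± 0.239 CPM, and the log2 ratio 7.26 ± 0.261 (SD, n = 3), or 10.02 per kilobase. All 5 ALId0 libraries thus had more counts on Hopx than on Lgr5. The 2 genes were compared within libraries, so no test between groups was made. Of the 50-base stretches of Hopx, 24.0% lie in exons that overlap its antisense gene Hopxos, whose reads the counting could have assigned to either gene if it did not use strand.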

Lgr5 and Hopx mRNAs levels on ALId0, defined by RNA-seq, supported the *in situ* hybridization results (Figure S3C). Taken together, these results suggest that the negative *Lgr5*^*GFP*^ signal on ALId0 was not simply due to genetic mosaicism of this mouse line.

**Figure 3:**
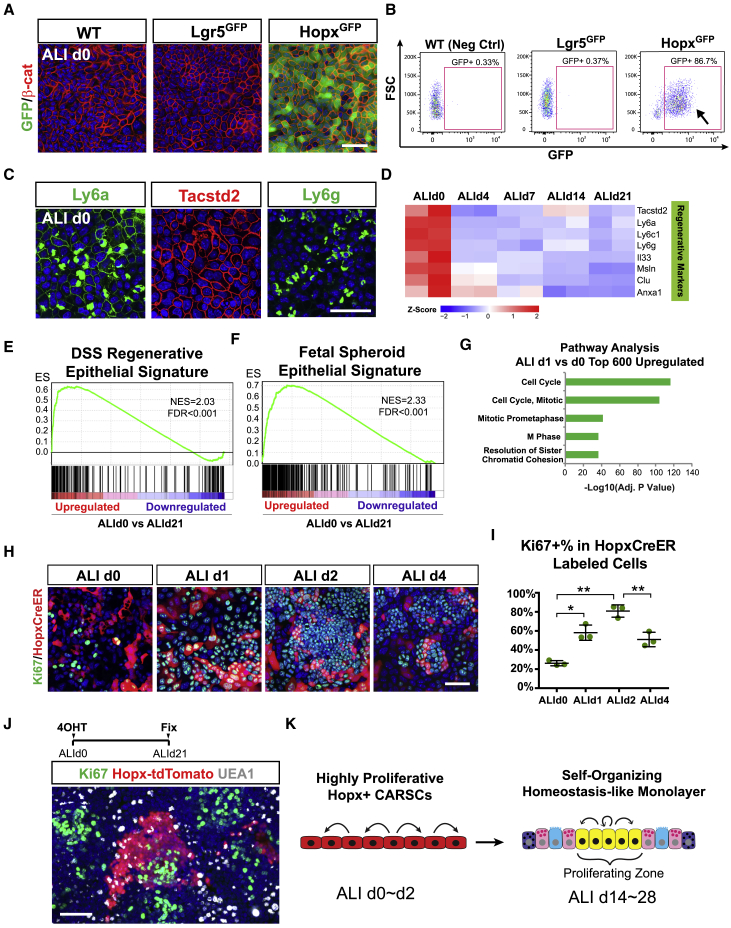
*In Vitro* Modeling of Hopx^+^ CARSCs (A and B) Whole mount images of ALId0 monolayers from WT, *Lgr5*^*GFP*^, and *Hopx*^*GFP*^ mice assessed for GFP (green) expression and co-stained for β-catenin (red) (A). Percentage of GFP^+^ cells in these monolayers as examined by flow cytometry (B). (C) Whole mount images of ALId0 monolayers stained for fetal markers Ly6a, Tacstd2, and Ly6g. (D) Heatmap of selected fetal markers in cells analyzed on ALId0, ALId4, ALId7, ALId14, and ALId21. Data are row normalized. n = 2 replicates/time point. (E and F) GSEA-based analysis comparing the mRNA profiles of ALId0 cells to the regenerative epithelium of DSS-treated mice (E) and fetal spheroid epithelium (F) (Mustata et al., 2013, Yui et al., 2018). Normalized enrichment score (NES) = 2.03 (E) and 2.33 (F). False discovery rate (FDR) < 0.001. See also Tables S3 and S4. (G) Pathway analysis (Enrichr) comparing the transcriptional signature of ALId1 cells to ALId0 cells. (H and I) Whole mount images for Ki67 staining (green) of *Hopx*^*CreER*^/*Rosa*^*Td*^-labeled cells (red) at early ALI time points (H). The proliferative rate of *Hopx*^*CreER*^-labeled cells at designated ALI time points was plotted as mean ± SD (I). n = 3 samples/group. (J) Co-staining of Ki67 (green) and UEA1 (gray, goblet cells) with respect to Hopx^+^ clones (red) lineage-traced from ALId0 to ALId21. (K) A diagram showing that the *in vitro* Hopx^+^ CARSCs are highly proliferative on ALId0 to ALId2 and are capable of regenerating and giving rise to a homeostasis-like mature ALI monolayer. Two-tailed Student’s t test: ^∗^p < 0.05; ^∗∗^p < 0.01. Bars: (A, C, H, and J) 50 μm. Histological, immuno-fluorescent, and flow cytometry images are representative of at least 3 Transwell samples examined. See also Figure S3.

**Figure S3:**
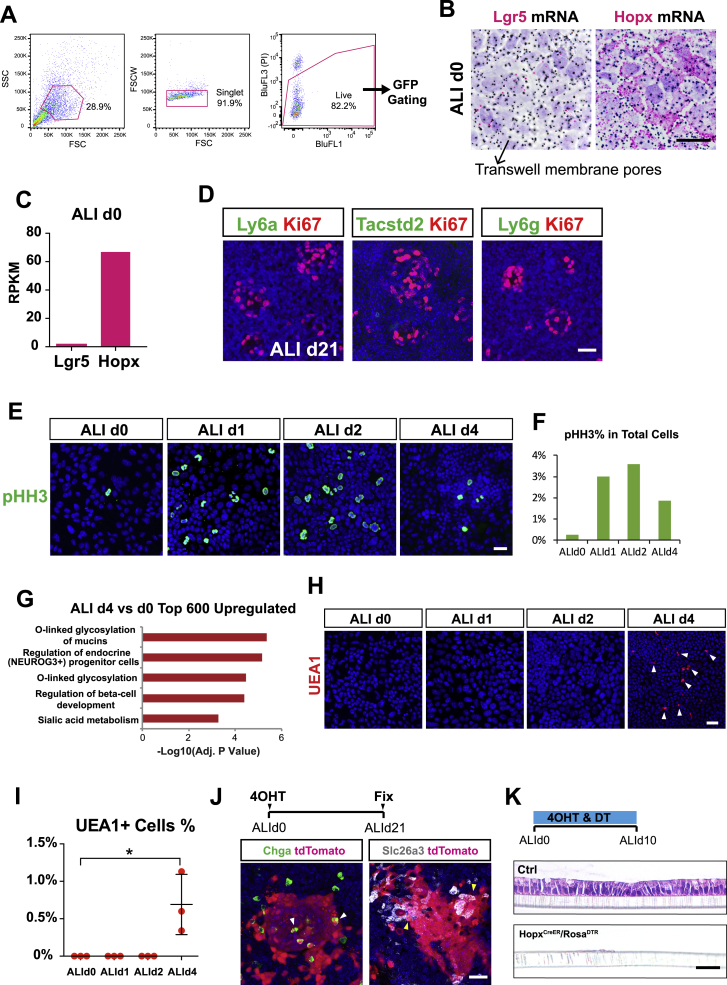
*In Vitro* Recreation of Hopx^+^ CARSCs and Its Regenerative Potential, Related to Figure 3 (A) Detailed flow cytometry gating strategies used to select live single cells for subsequent GFP analysis in WT, Lgr5^GFP^ and Hopx^GFP^ ALId0 cells as shown in Figure 3B. SSC = Side scatter. FSC = Forward scatter. BluFL1 was used to check for autofluorescence of the BluFL3 (propidium iodide, PI) channel which is a live/dead indicator. (B) Whole mount *in situ* hybridization on Transwells to assay Lgr5 and Hopx mRNA levels in ALId0 monolayers (red). Black dots represent the pores of the Transwell membrane. (C) Expression of Lgr5 and Hopx mRNAs on ALId0 as defined by RNA-Seq. (D) Whole mount Ki67 (red) co-staining with Ly6a (green, left), Tacstd2 (green, middle) and Ly6g (green, right) on ALId21 monolayers. (E-F) Whole mount phospho-histone H3 staining on Transwells examined on ALId0, ALId1, ALId2 and ALId4. The mitotic rate for these time points was plotted in panel F. (G) Top KEGG pathways upregulated in ALId4 monolayers in comparison to ALId0. (H-I) Whole mount UEA1 staining of Transwells sampled on ALId0, ALId1, ALId2 and ALId4 to characterize the time course of goblet cell differentiation. The percent of UEA1+ cells is indicated in (I). n = 3 samples/group. (J) Whole mount co-staining of Chga and Slc26a3 with tdTomato following 21 days of lineage tracing experiment on ALI cultures derived from *Hopx*^*CreER*^*/Rosa*^*Td*^ mice. (K) H&E staining of ALI culture sections after 10 days of Hopx+ cell ablation. Mean values ± SD are shown. Two-tailed Student’s t test: ^∗^p < 0.05. Quantification data are represented as mean ± SD. Bars: (B, D, E, H, J and K) 25 μm. *In situ* hybridization and immuno-fluorescent images are representative of at least three samples examined.

Hopx not only labels the +4 stem cells during homeostasis (Takeda et al., 2011), but as we showed above, also marks a stem cell population arising from colitis-associated regeneration. To distinguish which of these two cell types are represented by ALId0 monolayers, we stained whole mounts of monolayers using multiple markers of regenerative epithelium, including Ly6a (Sca1), Tacstd2 (Trop2), and Ly6g (Yui et al., 2018). We found high expression of each of these markers on ALId0 (Figure 3C), which then decreased on ALId21 (Figure S3D). This finding was verified by RNA-seq analysis (Figure 3D). 

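For Ly6a, Ly6g, Ly6c1, Il33, Msln, Clu and Anxa1, which are plotted in Figure 3D, both ALId21 libraries lay below both ALId0 libraries, with log2 fold changes from -5.18 to -0.65. Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031 in GRCm38), which encodes the surface protein Sca1, went from 2289 ± 59.3 CPM (SD, n = 2) on ALId0 to 1069 ± 147 CPM on ALId21, a log2 fold change of -1.10 (standard error 0.111, adjusted p = 7.18e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ly6g (ENSMUSG00000022582) fell from 1218 ± 26.8 to 369 ± 53.3 CPM, a log2 fold change of -1.72 (adjusted p = 6.86e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest changes were in Clu (ENSMUSG00000022037, clusterin), from 650.5 ± 172 to 17.9 ± 3.27 CPM, and Msln (ENSMUSG00000063011, mesothelin), from 833 ± 31.1 to 30.4 ± 8.58 CPM, and the smallest in Anxa1 (ENSMUSG00000024659), from 342 ± 46.0 to 218 ± 2.55 CPM. Clu changed by -5.18 (adjusted p = 1.61e-09), Msln by -4.78 (adjusted p = 1.11e-09) and Anxa1 by -0.65 (adjusted p = 0.000147) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 7 of these genes passed an adjusted p of 0.05 over all tested genes, and 7 adjusted over these genes alone, the second not being independent evidence because the study chose the list on these samples. Of the 50-base stretches of Ly6a, 19% also occur in Ly6c1, and of those of Ly6c1, 32.8% occur in Ly6c2, so reads could have been split among these genes.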

To further test if ALId0 cells express a broad signature mimicking the regenerative epithelium, we compared the ALId0 RNA profile to published transcriptomic datasets for regenerative epithelial cells isolated from DSS-treated mice (Yui et al., 2018). 

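Table S3 lists 194 genes of regenerative epithelium from mice with colitis caused by dextran sulfate sodium (DSS), of which 172 were tested here. Ranked by the log2 fold change of ALId0 over ALId21, these genes had an enrichment score of 0.641 and a normalized enrichment score of 1.96 (permutation p = 0.00013, the smallest the random sets can give). At an adjusted p under 0.05, 100 were higher on ALId0 and 31 lower (101 and 34 adjusted over the list alone), with a median log2 fold change of 1.00. The camera test gave an adjusted p of 8.34e-06 over the 6 sets, and fry gave 3.53e-05. Equal weight for every gene moved the normalized score most, to 6.17. Among the genes of the table, 15 are also in a list of 38 fibroblast genes, and without them the normalized score was 1.77.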

GSEA showed a highly significant enrichment of a colitis-associated regenerative epithelial signature in ALId0 compared to ALI21 cells (Figure 3E; Table S3). Similarly, ALId0 cells are also enriched for a fetal-like signature (Figure 3F; Table S4; Mustata et al., 2013), consistent with the concept of fetal-like reprograming during epithelial regeneration.

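Of the 265 genes in Table S4, a signature of fetal intestinal cells, 263 were tested. On ALId0, 203 of them were higher than on ALId21 at an adjusted p under 0.05 and 25 were lower (206 and 26 adjusted over the list alone), and the median log2 fold change was 1.08. The enrichment score was 0.708 and the normalized enrichment score 2.26 (permutation p = 0.00012, the smallest that 10000 random sets can give). By camera the adjusted p over the 6 sets was 4.38e-22, and under fry it was 2.64e-06. The fetal and the DSS sets share 23 genes, and 1 gene of the fetal set is in the fibroblast list, without which the normalized score was 2.25.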

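Monolayers were sampled again on ALId0 and 1 and 2 days after the switch (ALId1 and ALId2), with 3 libraries per time point made and counted in the same way. This set holds no ALId4 libraries, and ALId4 was compared with ALId0 within the first time course. The libraries held 22183302 to 26123552 counts (median 24342163) on ALId0, 22488565 to 27536721 (median 23144902) on ALId1 and 18232071 to 22732263 (median 20057808) on ALId2. All 9 libraries were fitted together over 14116 genes, and the levels of this set were not tested against those of the first, since the 2 sets were scaled separately.
Between ALId0 and ALId1, 7028 genes (3491 higher and 3537 lower) had an adjusted p under 0.05, and between ALId0 and ALId2, 6927 (3496 higher and 3431 lower). The setting that moved these counts most was a minimum change of 2-fold, which left 1717 and 1650 genes. With library totals and no scaling factors, added after seeing the data, the median log2 fold change of all genes shifted by 0.14 on ALId1 and 0.15 on ALId2, and 66.1% and 68.4% of the calls were higher, against 49.7% and 50.5% with TMM. The fold changes given are relative to the TMM scale. With 3 libraries against 3, an unchanged gene has no overlap between groups in 10% of cases, and 8280 genes (58.7%) had none between ALId0 and ALId1.
Among genes without overlap and with an average log2 CPM of at least 3, the largest rises on ALId1 were in the keratin genes Krt90 (ENSMUSG00000048699), from 33.8 ± 3.50 CPM (SD, n = 3) to 1013 ± 108 CPM, and Krt75 (ENSMUSG00000022986), from 0.718 ± 0.0904 to 19.9 ± 3.31 CPM. The log2 fold changes were 4.91 (standard error 0.126, adjusted p = 1.06e-07) and 4.78 (standard error 0.217, adjusted p = 9.85e-07) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest falls were in Ankrd37 (ENSMUSG00000050914), from 50.0 ± 9.14 to 1.02 ± 0.316 CPM, and Hif3a (ENSMUSG00000004328), from 29.3 ± 3.94 to 0.632 ± 0.0837 CPM. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, their log2 fold changes were -5.59 (adjusted p = 1.16e-06) and -5.52 (adjusted p = 1.44e-07). Part of Ankrd37 (17.0% of its 50-base stretches) overlaps Lrp2bp or Ufsp2, and part of the exons of Krt90 (3.58%) overlaps Gm44393.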

To detect cellular changes that occurred prior to ALId4, we performed RNA-seq analysis on ALId0, ALId1, ALId2, and ALId4 monolayers. 

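Cell cycle genes were taken from a published pair of lists, with 43 genes of S phase and 54 of G2 and M phase, all 97 of which were tested. Among the 300 genes with the largest rise from ALId0 to ALId1, 43 (14.3%) were in these lists, against 0.391% of all other tested genes. The odds ratio was 42.6 (95% confidence interval 27.3 to 66.0, two-sided Fisher's exact test, p = 1.41e-46). From ALId0 to ALId2 the number was 40 of 300 (13.3% against 0.413%), with an odds ratio of 37.1 (95% confidence interval 23.7 to 57.6, Fisher's exact test, p = 8.93e-42). The genes of a list are not independent of each other, which these p-values do not allow for. With the top 600 genes, the setting that moved the result most, the odds ratio on ALId1 was 73.6 and 72 cell cycle genes were among them.
The median log2 fold change of the S phase genes was 1.86 on ALId1 and 1.51 on ALId2, and that of the G2 and M phase genes 1.72 and 1.89. On ALId1, 42 of 43 S phase genes and 49 of 54 G2 and M phase genes were higher at an adjusted p under 0.05, and 43 and 50 adjusted over the list alone. On ALId2 the numbers were 43 and 49, and 43 and 50 adjusted over the list alone. The medians kept their direction with library totals and no scaling factors, at 2.00 and 1.86 on ALId1. They moved most with the Reactome sets S Phase and Mitotic Prometaphase, to 0.37 and 1.12 on ALId1. The camera test of limma, over the 10 pathway lists of the study's 3 sets, gave adjusted p = 5.47e-22 and 2.68e-17 on ALId1, and 2.0e-19 and 1.54e-18 on ALId2. All 10 of these lists also passed under fry, where the 4 values were 1.4e-05, 0.000166, 3.48e-05 and 0.000118. Camera's p-values are too small where the genes of a list vary together more than its preset correlation. This was not measured for the cell cycle lists, and fry needs no such preset.
Rrm1 (ENSMUSG00000030978, chromosome 7 from 102441695 to 102469771 in GRCm38), which encodes a subunit of ribonucleotide reductase and has the highest level of the S phase list, went from 110.1 ± 16.5 CPM (SD, n = 3) on ALId0 to 302 ± 15.4 CPM on ALId1 and 257 ± 23.3 on ALId2. Its log2 fold change on ALId1 was 1.46 (standard error 0.110, adjusted p = 8.63e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tubb4b, with the highest level of the G2 and M phase list, changed by only 0.36 (adjusted p = 0.0369 by the same test). It was no longer past the threshold when any 1 of the 3 ALId0 libraries, ALId1 replicate 1 or ALId1 replicate 2 was left out. Of its 50-base stretches, 41.3% are shared with other genes. The largest change on ALId1 in each list was that of Dtl and Exo1 (S phase) and of Ckap2 and Kif2c (G2 and M phase), with log2 fold changes of 2.85 (adjusted p = 6.08e-06), 2.82 (adjusted p = 1.49e-05), 2.34 (adjusted p = 2.87e-05) and 2.29 (adjusted p = 5.79e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361), which encodes Ki67, rose from 98.8 ± 44.6 to 367 ± 66.8 CPM on ALId1 and 355 ± 65.2 on ALId2, log2 fold changes of 1.90 (adjusted p = 0.00072) and 1.84 (adjusted p = 0.000915) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with all 3 libraries of ALId1 above those of ALId0.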

Pathway analysis of the top 300 upregulated genes comparing either ALId1 or ALId2 to ALId0 revealed a robust signature of cell-cycle progression (Figure 3G and data not shown). Staining for Ki67 and phospho-histone H3 (pHH3) demonstrated a burst of proliferation within *Hopx*^*CreER*^-labeled regenerative stem cells on ALId1, which peaked on ALId2 and was reduced on ALId4 (Figures 3H, 3I, S3E, and S3F). In contrast, a comparison of ALId4 versus ALId0 transcriptomes primarily showed pathways involved in goblet and enteroendocrine cell differentiation (Figures S3G–S3I). These data suggest that the highly proliferative Hopx^+^ cells that exist between ALId0 and ALId2 resemble the *in vivo* Hopx^+^ CARSCs arising from hypertrophic crypts.

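From ALId0 to ALId4, 0 of the 300 genes with the largest rise were in the cell cycle lists, against 0.678% of the other genes (two-sided Fisher's exact test, p = 0.272). Among the top 600 there were also 0, with an upper 95% confidence limit of 0.901 for the odds ratio (Fisher's exact test, p = 0.035). The baseline was ALId0 of the first set, not the ALId0 libraries that ALId1 and ALId2 were compared with. No fall after ALId2 was therefore measured. A list of 34 genes of mucin O-glycosylation, of which 30 were tested, had a median log2 fold change of 0.52, which was 0.34 without ALId4 replicate 1. At an adjusted p under 0.05, 15 of its genes were higher on ALId4 and 3 lower, or 16 and 5 adjusted over the list alone. The median moved most, to 0.27, with the Reactome set O-linked glycosylation of mucins in place of the list. The camera test gave an adjusted p of 7.71e-05 for the list and fry 7.32e-05. The largest changes were in Galnt5 (ENSMUSG00000026828) and St6gal1 (ENSMUSG00000022885), glycosyltransferase genes that went from 0.588 ± 0.346 to 29.5 ± 1.90 CPM and from 3.12 ± 0.483 to 123 ± 2.56 CPM (SD, n = 2). Their log2 fold changes were 5.60 (adjusted p = 1.21e-08) and 5.29 (adjusted p = 1.0e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Muc13, the gene of this list with the highest level, changed by 0.63 (standard error 0.102, adjusted p = 0.000501) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.2% of its 50-base stretches are shared with Gm15657.
The 17 transcription factor genes of endocrine progenitors, all tested, had a median log2 fold change of 3.67, or 3.37 with genes at or under 3 counts set to their limit. Of these, 14 were higher and 2 lower at an adjusted p under 0.05 (15 and 2 adjusted over the list alone), with a camera p of 6.6e-08 and a fry p of 4.73e-05, each adjusted over the 10 lists. The median moved most, to 1.85, when only genes with at least 10 counts in every library were kept. Neurod2, with at most 3 counts in each ALId0 library, was at least 9.73-fold higher on ALId4, at 1.11 ± 0.344 CPM. Foxa3 (ENSMUSG00000040891), with the highest level of the list, went from 42.4 ± 12.5 to 124 ± 4.41 CPM, a log2 fold change of 1.54 (standard error 0.146, adjusted p = 7.52e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.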

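Between ALId0 and ALId2 the RNA level of Hopx rose to 251 ± 47 CPM (SD, n = 3) on ALId1 and was 230.4 ± 42.1 CPM on ALId2. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was 0.45 (standard error 0.149, adjusted p = 0.0307) on ALId1 and 0.33 (standard error 0.150, adjusted p = 0.0965) on ALId2, and all 3 ALId1 libraries lay above the ALId0 libraries. The value on ALId1 was no longer past the threshold when any 1 of the 3 ALId0 libraries or ALId1 replicate 2 was left out, with log2 fold changes of 0.47, 0.43, 0.45 and 0.29. The value on ALId2 passed it without ALId2 replicate 3 (0.47), with only the 2 groups fitted (0.33) and with library totals and no scaling factors (0.48). Cd44 went from 197 ± 44.4 CPM to 722 ± 96.6 and 377 ± 11.5 CPM, while Axin2 fell from 206 ± 8.70 to 97.9 ± 4.10 and 102 ± 2.67 CPM. Log2 fold changes on ALId1 were 1.88 (adjusted p = 1.35e-05) for Cd44 and -1.07 (adjusted p = 1.18e-06) for Axin2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lgr5 was at 1.54 CPM on ALId2. Of Ly6a, Ly6g, Ly6c1, Il33, Msln, Clu and Anxa1, 3 were higher on ALId1 at an adjusted p under 0.05, with log2 fold changes from -0.46 to 1.23, and on ALId2 1 was higher and 1 lower. The counts were the same adjusted over these genes alone, which the study chose on the first time course. The highest was Il33, from 113 ± 9.09 to 264 ± 23.3 CPM. From the cell cycle genes and from staining of labeled cells, the paper proposes that these proliferating Hopx-positive cells resemble the stem cells of hypertrophic crypts in colitis.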

To evaluate if the *in vitro* Hopx^+^ CARSCs can functionally regenerate and give rise to the homeostasis-like monolayers, we performed lineage tracing on Hopx-labeled cells beginning from ALId0 and found that on ALId21, tdTomato^+^ clones contained both Ki67^+^ foci as well as differentiated lineages, such as goblet cells, enteroendocrine cells, and colonocytes that extended beyond the Ki67 foci (Figures 3J and S3J). Ablating the Hopx^+^ CARSCs *in vitro* starting from ALId0 completely prevented mature monolayer formation (Figure S3K). Taken together, between ALId0 and ALId2, Hopx^+^ CARSCs undergo a burst of proliferation highly reminiscent of their *in vivo* counterparts located in the hypertrophic crypts of DSS-treated mice. Subsequently, these regenerative stem cells are capable of giving rise to differentiated lineages and forming self-organizing monolayers, thereby recapitulating a key regenerative process associated with colitis (Figure 3K).

### Recapitulating Cycles of Colonic Epithelial Injury-Regeneration *In Vitro*

Given the impact of the switch to ALI on regenerating a mature, self-organized epithelial monolayer, we next investigated if this regenerative program can be reversed by simply re-submerging the differentiated ALI monolayer (Figure 4A), and if so, what is the timing and scope of the reversal. We found that the regenerative program that took ∼3 weeks to execute could be nearly completely reversed after 24 h of re-submersion. By this time, the epithelial cells had become squamous, lacked goblet cell phenotypes, and halted their proliferative activity (Figures 4B–4G). All these features resembled those of atrophic crypts prevalent near or within DSS-induced ulcerations. Subsequently, the monolayer re-acquired low levels of proliferation over the course of 7-day re-submersion (Figures 4H–4J). Strikingly, re-exposing this monolayer to ALI led to restoration of a columnar epithelium that consisted of both differentiated cells and proliferating compartments (Figures 4K–4M), suggesting that the re-submerged monolayer possessed regenerative potential after undergoing an atrophic crypt-like phase deprived of proliferation.

**Figure 4:**
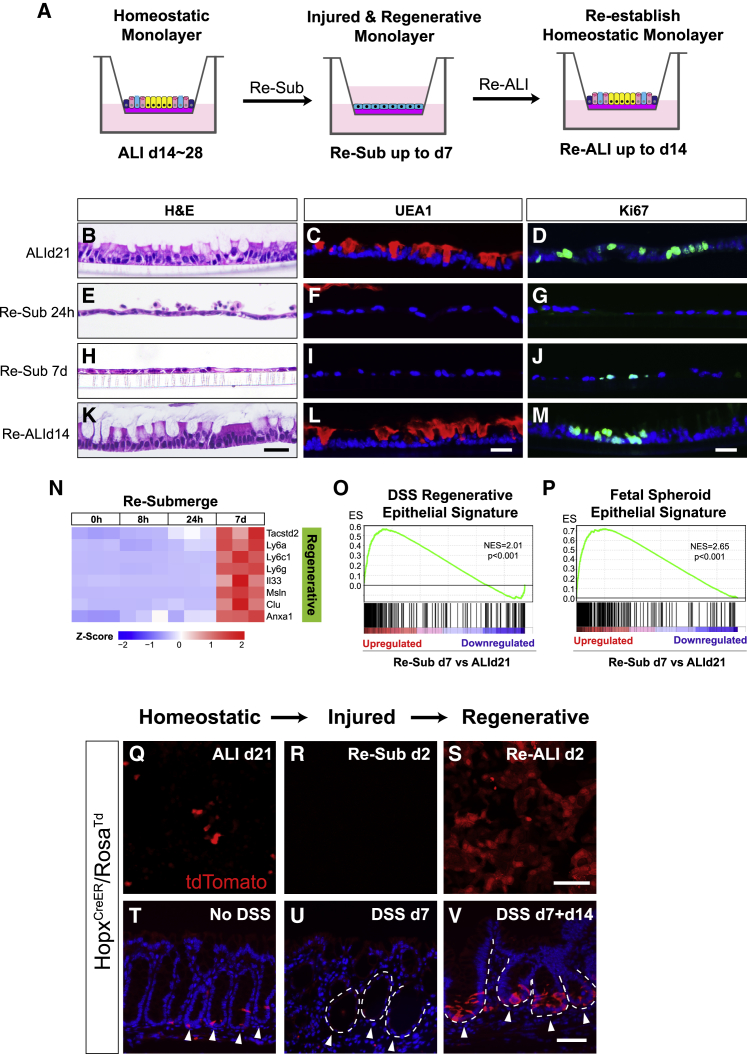
Recapitulating Cycles of Colonic Epithelial Injury-Regeneration *In Vitro* (A) Scheme of mature ALI culture re-submersion and re-exposure to air. (B–M) ALI monolayers prior to re-submersion (ALId21; B–D), 24 h (Re-Sub 24h; E–G), and 7 days (Re-Sub 7d; H–J) after re-submersion, as well as 14 days after re-exposure to ALI (Re-ALId14; K–M) were examined by H&E staining (B, E, H, and K), immunostaining for UEA1 (C, F, I, and L) and Ki67 (D, G, J, and M). (N) Heatmap of regenerative epithelial markers at 0 h, 8 h, 24 h, and 7 days after re-submersion. Data are row normalized. n = 3 replicates/time point. (O and P) GSEA-based analysis comparing the mRNA profiles of re-submerge d7 cells to the regenerating epithelium of DSS-treated mice and fetal spheroid epithelium (Mustata et al., 2013, Yui et al., 2018). NES = 2.01 (O) and 2.65 (P). FDR < 0.001. See also Tables S5 and S6. (Q–S) Whole mount images of ALI cultures derived from *Hopx*^*CreER*^*/Rosa*^*Td*^ mice. The presence of Hopx-expressing cells (red) at indicated time points (Q, ALId21; R, Re-sub d2; S, Re-ALI d2) was examined by transiently labeling monolayers with 4-OH tamoxifen 24 h before imaging. (T–V) Sections of mouse colons from *Hopx*^*CreER*^*/Rosa*^*Td*^ mice treated with no DSS, DSS for 7 days (DSS d7), and DSS for 7 days with a 14-day recovery phase (DSS d7 + d14). Hopx^+^ cells (red) were transiently labeled with tamoxifen within homeostatic (T), atrophic (U), and hypertrophic crypts (V) (arrowheads in T–V, respectively). White dashed lines mark the crypt/stroma boundary. Bars: (K–M) 25 μm; (S and V) 50 μm. Histological and immuno-stained images are representative of at least 3 Transwell samples or animals examined. See also Figure S4.

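ALI monolayers were covered with medium again, and RNA was sequenced before this (0 h) and 8 h, 24 h and 7 days after re-submersion, with 3 libraries per time point and the same depletion of ribosomal RNA, alignment and counting. The libraries held 19035072 to 22104406 counts (median 20298293) at 0 h, 15564950 to 18207973 (median 16735211) at 8 h, 20469277 to 20805890 (median 20471990) at 24 h and 18959081 to 25754577 (median 23570437) at 7 days. All 12 libraries were fitted together over 14570 genes. Against 0 h, 10550 genes (4919 higher and 5631 lower) had an adjusted p under 0.05 at 24 h and 8970 (4449 higher and 4521 lower) at 7 days. A minimum change of 2-fold moved these counts most, to 5937 and 4029. Scaling mattered more here than in the other sets. With library totals and no scaling factors, a setting added after seeing the data, the median log2 fold change of all genes shifted by -0.33 at 8 h, -0.56 at 24 h and -0.23 at 7 days, and 24.7% of the calls at 24 h and 35.5% of those at 7 days were higher, against 46.6% and 49.6% with TMM. The fold changes given are relative to the TMM scale.
Prr9 (ENSMUSG00000056270) and Adm (ENSMUSG00000030790) showed the largest rises at 24 h among genes with an average log2 CPM of at least 3 and no overlap between groups, and S100a8 (ENSMUSG00000056054) and Tbx4 (ENSMUSG00000000094) at 7 days. Prr9 and S100a8 had at most 3 counts in each 0 h library and were at least 276-fold and 302-fold higher, at 34.5 ± 2.93 CPM (SD, n = 3) and 37.7 ± 6.87 CPM. Adm, which encodes adrenomedullin, had a log2 fold change of 7.77 (adjusted p = 2.53e-11) at 24 h and Tbx4 9.08 (adjusted p = 2.54e-10) at 7 days in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest falls were in 9130208D14Rik and Kcne3 at 24 h, with -6.44 (adjusted p = 2.61e-11) and -5.99 (adjusted p = 1.96e-11), and in Ccn3 and Sval1 at 7 days, with -8.83 (adjusted p = 1.05e-13) and -8.83 (adjusted p = 2.59e-13), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the pseudogene 9130208D14Rik, 44.9% of the 50-base stretches are shared with other genes.
Of the regenerative genes Ly6a, Ly6g, Ly6c1, Il33, Msln, Clu and Anxa1, 2 of 7 were higher at 8 h at an adjusted p under 0.05, 6 at 24 h and 7 at 7 days, and as many when adjusted over these genes alone, which is not independent evidence for genes the study plots for these samples. Log2 fold changes ranged from -0.11 to 0.78 at 8 h, 0.52 to 1.42 at 24 h and 1.64 to 6.50 at 7 days, and without scaling factors those of Ly6c1 (-0.07), Ly6g (-0.19) and Il33 (-0.10) at 8 h and of Il33 at 24 h (-0.05) pointed down. In that setting Ly6a at 8 h was past the threshold for a fall (-0.44), and Msln at 8 h (0.30) and Ly6a (0.31) and Clu (0.87) at 24 h were no longer past it. Msln went from 4.96 ± 1.59 CPM (SD, n = 3) to 7.67 ± 0.493, 10.4 ± 0.857 and 450.3 ± 41.3 CPM, and Ly6a from 372 ± 22.4 to 344 ± 54.4, 678 ± 94.6 and 2197 ± 337 CPM. At 7 days the log2 fold change was 6.50 (standard error 0.181, adjusted p = 9.11e-14) for Msln and 2.56 (standard error 0.157, adjusted p = 6.2e-10) for Ly6a by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 libraries lay above those of 0 h for each of the 7 genes. Without 24 h replicate 1, the log2 fold change of Clu at 24 h was 0.96 and its adjusted p 0.0636 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.00401 to 0.0823 over its other settings.
For the set of 185 matched genes in Table S5 (DSS regenerative epithelium), 156 of them tested, the normalized enrichment score at 7 days over 0 h was 1.90 (permutation p = 0.00013). For the 264 genes of Table S6 (fetal cells), 258 of them tested, it was 2.73 (permutation p = 0.00012), and these are the smallest p-values that the random sets can give. At an adjusted p under 0.05, 78 genes of the DSS set were higher and 33 lower (79 and 33 adjusted over the list alone), with a median log2 fold change of 0.90, and of the fetal set 203 and 21 (206 and 23 adjusted over the list alone), with a median of 1.53. Equal weight for every gene moved the normalized scores most, to 4.80 and 9.65. The camera test gave adjusted p-values of 6.19e-05 and 4.38e-22 over the 6 sets, and fry 1.01e-05 and 1.21e-08.

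**Figure D2:**
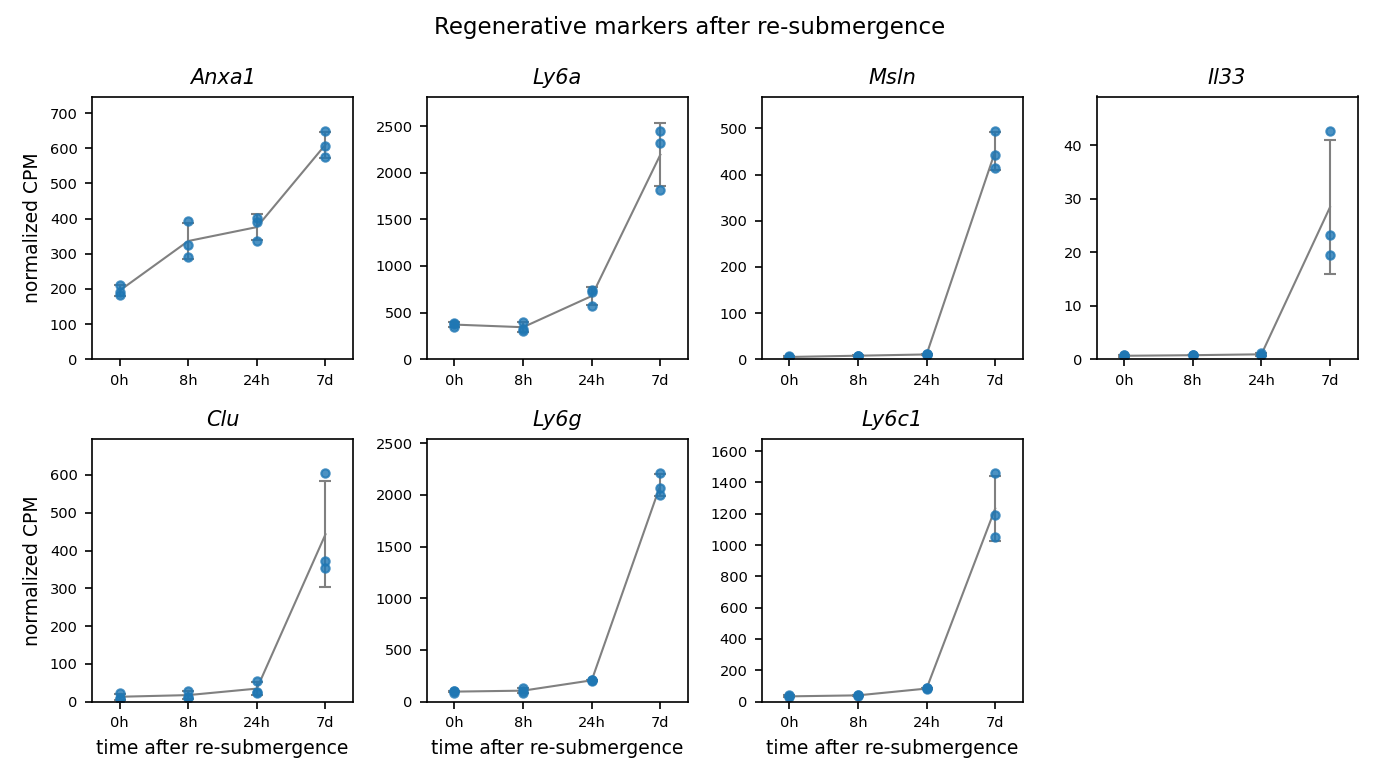
Normalized CPM of 7 regenerative genes against time after re-submersion, with a point for each of the 3 libraries per time point, a grey line through the means and bars of ± SD. All 7 genes are highest at 7 days, for example Msln at 450.3 CPM, while at 8 h only Msln and Anxa1 passed an adjusted p of 0.05, and without scaling factors Anxa1 alone was higher past it. In that setting Ly6a, Ly6c1, Ly6g and Il33 pointed down at 8 h, Ly6a past the threshold, and Il33 at 24 h.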

Corroborating the histologic findings, RNA-seq analysis conducted at various time points after re-submersion revealed a gradual acquisition of a regenerative signature over time (Figure 4N), most notably shown by the close resemblance of the RNA profile of re-submerged day 7 cells to DSS-associated regenerative epithelium and fetal organoids (Figures 4O and 4P; Tables S5 and S6; Mustata et al., 2013, Yui et al., 2018). We then performed qPCR analysis on select regenerative markers and confirmed their increased expression over time after re-submersion (Figure S4A). 

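The goblet cell genes Muc2, Tff3, Fcgbp, Agr2, Clca1 and Zg16 were compared with 0 h at each time point. At 24 h, 6 of 6 were lower at an adjusted p under 0.05, with log2 fold changes from -3.27 to -1.47, and at 7 days 6 of 6, from -8.71 to -6.10, each gene with all 3 libraries below those of 0 h. The counts were the same adjusted over the list alone, which is not independent evidence. At 8 h, 3 of the 6 were higher. Muc2 stood at 593 ± 142 CPM (SD, n = 3) at 0 h, 1234 ± 149 CPM at 8 h, 84.9 ± 3.41 at 24 h and 2.42 ± 1.13 at 7 days, and its log2 fold changes against 0 h were 1.06 (standard error 0.196, adjusted p = 0.000305), -2.81 (standard error 0.208, adjusted p = 4.96e-09) and -7.91 (standard error 0.276, adjusted p = 8.86e-13) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest Muc2 count in a library was 1328 at 24 h and 35 at 7 days, above the 3 counts taken as the limit of detection. Tff3 was at 1919 ± 215 CPM at 0 h, 693 ± 31.8 at 24 h and 14.6 ± 5.42 at 7 days, and Clca1 at 2281 ± 58.7, 387 ± 18.6 and 7.66 ± 1.31 CPM.
Of the colonocyte genes Slc26a3, Aqp8, Car4, Slc12a8, Slc6a19 and Slc9a2, 1 was higher and 4 lower at 24 h at an adjusted p under 0.05, with log2 fold changes from -3.89 to 3.32. At 7 days 4 of 6 were lower, from -6.47 to 0.48. As many passed when adjusted over the list alone. Slc26a3 went from 1102 ± 65.0 CPM (SD, n = 3) at 0 h to 421 ± 123 CPM at 24 h and 208 ± 49.2 at 7 days, log2 fold changes of -1.39 (adjusted p = 5.15e-06) and -2.40 (adjusted p = 1.95e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc12a8 fell from 74.7 ± 4.37 to 5.03 ± 1.02 and 0.827 ± 0.158 CPM. Aqp8 rose from 220.0 ± 16.5 CPM at 0 h to 965 ± 171 at 8 h and 2194 ± 319 at 24 h, before 24.9 ± 7.20 at 7 days. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold changes were 3.32 (standard error 0.195, adjusted p = 3.53e-10) at 24 h and -3.14 (standard error 0.196, adjusted p = 7.58e-10) at 7 days. Slc9a2 was at 457 ± 41.2 CPM at 0 h and 458 ± 51.7 at 7 days. Its log2 fold change at 7 days of 0.00 (adjusted p = 0.983) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment changed sign in several settings, for example -0.23 without scaling factors and -0.07 without 7 days replicate 1. Car4, at 0.787 ± 0.265 CPM at 0 h and 1.09 ± 0.763 at 7 days, had a log2 fold change of 0.48, which was -0.25 without 7 days replicate 1.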

Interestingly, goblet and absorptive cells (and their corresponding markers) were completely lost within the first 24 h and remained so during the 7-day re-submersion (Figure S4B). However, expression of enteroendocrine cell markers recovered over the 7 days of re-submersion (Figure S4B).

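Chga, Pyy, Gcg and Tph1 showed no fall at an adjusted p under 0.05 at 8 h, 24 h or 7 days on the TMM scale, while Gcg did at 24 h without scaling factors. At 8 h and 24 h, 1 of 4 (Tph1) was higher than at 0 h on that scale, which at 24 h it was not without scaling factors (log2 fold change 0.28), and at 7 days 3 of 4, with as many adjusted over the list alone, which is not independent evidence. Chga was at 116 ± 35.5 CPM (SD, n = 3) at 0 h, 161 ± 46.7 CPM at 8 h, 151 ± 33.1 at 24 h and 419 ± 113 at 7 days, and Pyy at 125 ± 16.0, 111 ± 63.6, 141 ± 18.6 and 242 ± 37.2 CPM. At 7 days the log2 fold changes were 1.86 (standard error 0.241, adjusted p = 5.13e-06) and 0.95 (standard error 0.260, adjusted p = 0.00479) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with all 3 libraries above those of 0 h. At 24 h they were 0.38 (adjusted p = 0.156) and 0.17 (adjusted p = 0.568) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and without scaling factors -0.18 and -0.38. Without 0 h replicate 1, the log2 fold change of Chga at 24 h was 0.66 (adjusted p = 0.0258 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.0867 to 0.493 over its other settings). Tph1, which encodes the enzyme of serotonin synthesis in enterochromaffin cells, rose from 3.47 ± 0.245 CPM at 0 h to 11.2 ± 1.76 at 8 h and 46.1 ± 11.7 at 7 days, log2 fold changes of 1.69 (adjusted p = 1.47e-06) and 3.73 (adjusted p = 3.57e-11) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gcg stood at 188 ± 40.0 CPM at 0 h, 165 ± 7.59 at 24 h and 179 ± 38.9 at 7 days. Its log2 fold change at 7 days was -0.08 (standard error 0.227, adjusted p = 0.788) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.10 without 0 h replicate 1. Without scaling factors its log2 fold change at 24 h was -0.75, which includes the shift of all genes under that setting (adjusted p = 0.00858 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.00858 to 0.637).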

**Figure S4:**
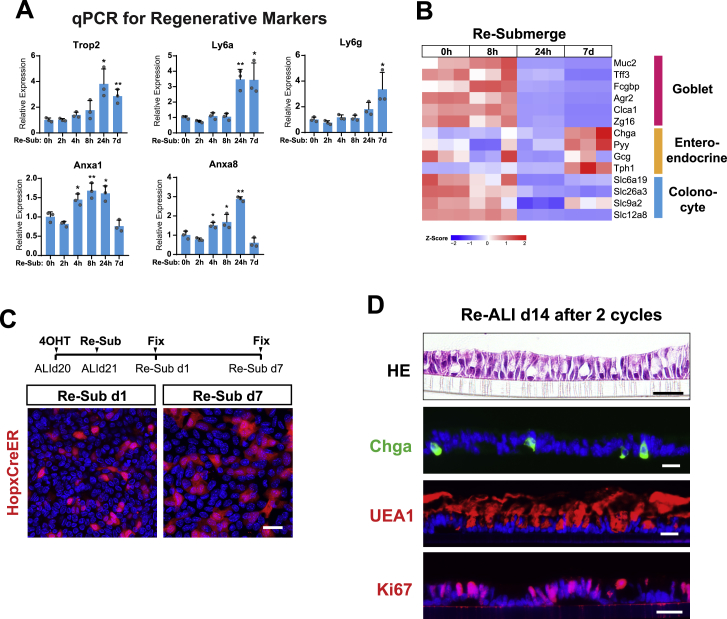
Recapitulating Cycles of Colonic Epithelial Injury Regeneration *In Vitro*, Related to Figure 4 (A) Expression of regenerative epithelial markers was analyzed by qPCR on monolayers re-submerged for 0hr, 4hrs, 8hrs, 24hrs and 7 days. Results were demonstrated by the relative expression fold changes in comparison to the 0hr time point. Student’s t test was performed to compare each individual time points after re-submersion to the 0hr time point. n = 3 samples/group. (B) Heatmap panel showing goblet cell, enteroendocrine cell, and colonocyte marker expression in monolayers re-submerged for the indicated time periods. Expression data are row normalized. (n = 3 replicates/time point). (C) ALI monolayers derived from *Hopx*^*CreER*^*/Rosa*^*Td*^ mice were transiently labeled with 4OH-Tamoxifen 1 day before re-submersion on ALId21. Labeled Hopx+ cells were traced after re-submersion for 1 day and 7 days. (D) ALI monolayers subjected to 2 cycles of re-submersion and re-ALI stained with H&E staining, and for the indicated biomarkers of major cell lineages (Chga for enteroendocrine and UEA1 for goblet cell), and proliferating cells (Ki67). Mean values ± SD are shown. Two-tailed Student's t test: ^∗^p < 0.05; ^∗∗^p < 0.01. Bars: (C and D) 25 μm. Histological and immuno-fluorescent images are representative of at least three samples examined.

Intriguingly, transient labeling of Hopx-expressing cells revealed a temporary loss of Hopx^+^ stem cells 24 h after re-submersion (Figures 4Q and 4R). This finding was similar to the loss of Hopx expression in DSS-induced atrophic crypts (Figures 4T and 4U). However, Hopx expression re-emerged in the culture 2 days following re-exposure to air (Figure 4S), highly reminiscent of the Hopx^+^ CARSCs arising from the repair stage of DSS-induced colitis (Figure 4V). When labeled before re-submersion, at least a subset of the Hopx^+^ “+4-like” stem cells present on ALId21 survived through the re-submersion period (Figure S4C), suggesting these cells are one of the sources contributing to reprogramming *in vitro*. The recovery of the monolayer after two cycles of re-submersion and re-ALI (Figure S4D) emphasizes how this *in vitro* system can be used to mimic the cycles of colonic epithelial injury and regeneration observed *in vivo* and dissect the underlying mechanisms.

### Re-submersion Induces Cellular Stress Mediated by Low Oxygen Tension

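At 8 h after re-submersion, 7299 of 14570 genes (3649 higher and 3650 lower) had an adjusted p under 0.05 against 0 h, and 2538 of them changed at least 2-fold. Without scaling factors 23.3% of the calls were higher, against 50.0% with TMM. No overlap between the 3 libraries of each time point was found for 8477 genes (58.2%, where chance gives 10%). The largest rises among genes without overlap and with an average log2 CPM of at least 3 were in Adm (chromosome 7 from 110627661 to 110629820 in GRCm38), from 1.71 ± 0.383 CPM (SD, n = 3) to 492 ± 80.9 CPM, and Depp1 (ENSMUSG00000048489), from 0.847 ± 0.0660 to 163 ± 45.9 CPM. Their log2 fold changes were 8.16 (standard error 0.353, adjusted p = 5.93e-11) and 7.58 (standard error 0.293, adjusted p = 2.09e-11) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Kcne3 (ENSMUSG00000035165), a potassium channel subunit gene, and Heatr3 (ENSMUSG00000031657) fell most, from 135 ± 10.6 to 13.7 ± 5.29 CPM and from 27.2 ± 1.47 to 3.90 ± 0.290 CPM, with log2 fold changes of -3.31 (adjusted p = 4.88e-09) and -2.80 (adjusted p = 3.22e-08) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Part of the exons of Heatr3 (2.34% of 50-base stretches) overlaps Gm9988.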

To elucidate the mechanism by which the differentiated ALI monolayers changed so profoundly after re-submersion, we compared RNA-seq data generated from cells re-submerged for 8 h to those that had not been re-submerged. One of the top regulated pathways (Figure 5A), HIF1-mediated signaling, implicated the presence of hypoxic stress. 

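A list of 32 genes known as targets of the transcription factor HIF1 (hypoxia-inducible factor 1), all tested, had a median log2 fold change of 1.89 at 8 h against 0 h, and 1.56 without scaling factors. Of its genes 29 were higher at an adjusted p under 0.05, and 29 adjusted over the list alone. The camera test gave an adjusted p of 1.54e-18 over the 10 lists, and fry 6.45e-06. The 6 matched genes of the Reactome set on regulation by HIF, the setting that moved the median most, had a median of 0.59. Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369 in GRCm38) went from 117 ± 15.4 CPM (SD, n = 3) to 773 ± 105 CPM, a log2 fold change of 2.73 (standard error 0.168, adjusted p = 3.09e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ddit4 rose from 89.2 ± 5.94 to 572 ± 15.9 CPM and Bnip3 from 25.3 ± 3.42 to 109.7 ± 8.33 CPM, with log2 fold changes of 2.68 (adjusted p = 3.5e-08) and 2.12 (adjusted p = 8.66e-09) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Bnip3, 47.2% of the 50-base stretches also occur in another gene. Every 8 h library lay above every 0 h library for these 3 genes. From the rank of this pathway among the regulated ones, the paper reasons that the re-submerged cells were under hypoxic stress. It also reports accumulated HIF1α protein, raised target genes by qPCR and more lactate in the cells, which were not analysed here.

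**Figure D3:**
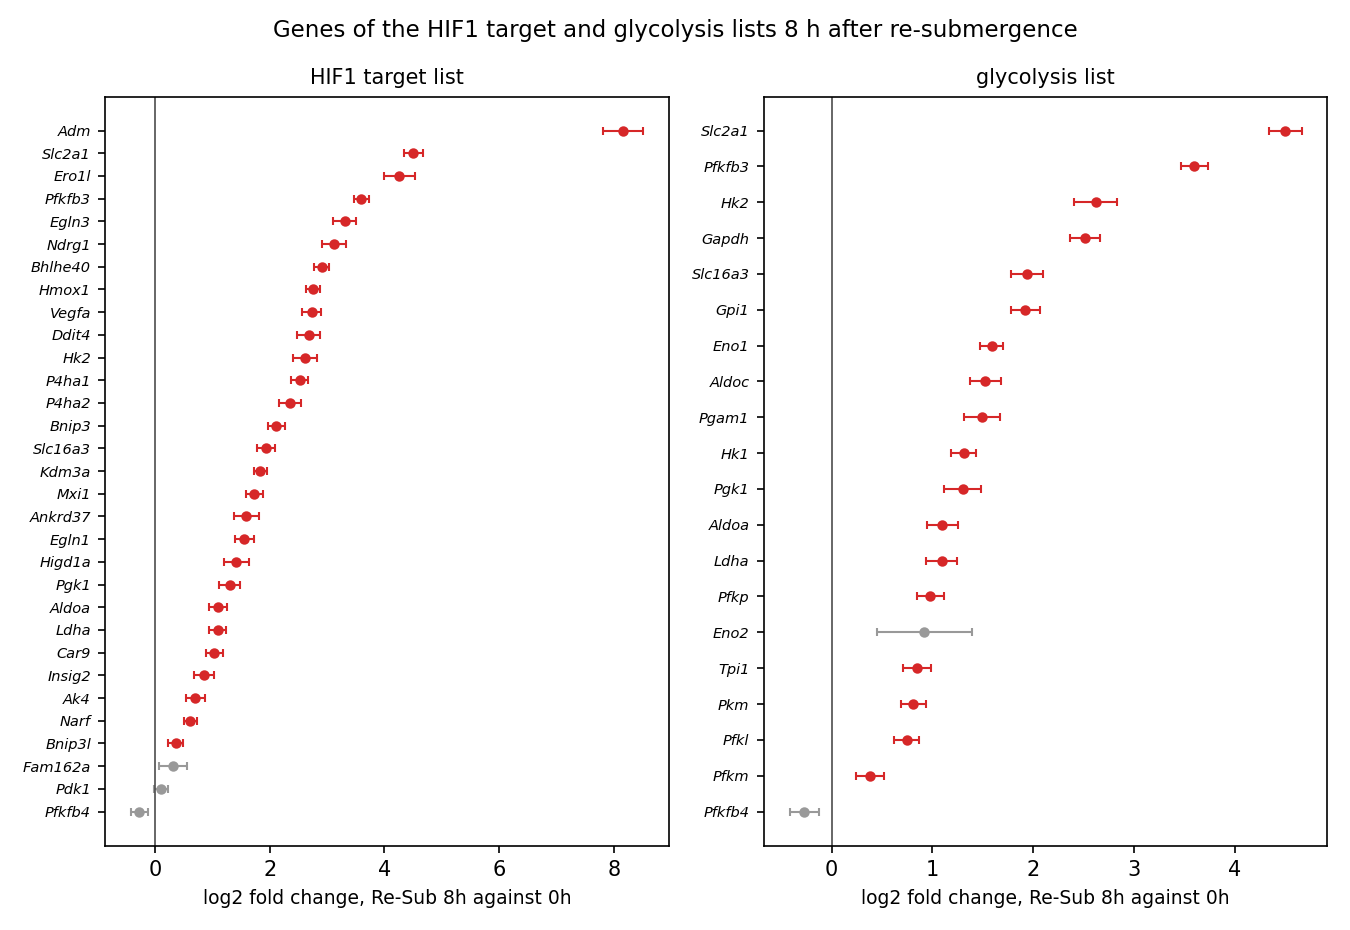
Log2 fold changes at 8 h against 0 h, with bars of ± standard error, of genes of the HIF1 target and glycolysis lists, red where the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05 and grey where not. In the panel of HIF1 targets 28 of 31 genes shown and in that of glycolysis 18 of 20 are higher and past that threshold, and both medians stayed above 0 without scaling factors. The lists overlap (Aldoa is in both), so the panels are not independent.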

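Lists of 20 glycolysis, 40 tight junction and 40 ER protein processing genes were compared between 8 h and 0 h. The glycolysis list overlaps that of HIF1 targets (Aldoa is in both), so their results are not independent. The median log2 fold changes were 1.30 for glycolysis (20 genes tested), 0.63 for tight junctions (37 tested, 0.60 with genes at or under 3 counts set to their limit) and 0.33 for the ER list (40 tested). Without scaling factors they were 0.98, 0.30 and 0.00344, so the last is a rise only relative to the shift of all genes. At an adjusted p under 0.05, 18 glycolysis genes were higher (18 adjusted over the list alone), 24 tight junction genes were higher and 3 lower (25 and 3 adjusted over the list alone), and 24 and 3 ER genes (25 and 5 adjusted over the list alone). The camera p-values, adjusted over the 10 lists, were 4.32e-12, 7.51e-07 and 3.82e-05, and those of fry 6.45e-06, 1.32e-05 and 3.48e-05. With the 15 matched genes of the Reactome set of the unfolded protein response in place of the ER list, the median was 0.25 and the camera p 0.106, in a range of 1.44e-05 to 0.106 over that list's settings.
In glycolysis, Slc2a1 (ENSMUSG00000028645, chromosome 4 from 119108711 to 119137983 in GRCm38), which encodes the glucose transporter GLUT1, went from 142 ± 10.7 CPM (SD, n = 3) to 3221 ± 196 CPM, Pfkfb3 from 11.0 ± 1.48 to 133 ± 17.1 CPM and Aldoa from 1602 ± 126 to 3430 ± 272 CPM. The log2 fold changes were 4.50 (standard error 0.163, adjusted p = 1.83e-11), 3.60 (adjusted p = 1.83e-11) and 1.10 (adjusted p = 1.79e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among tight junction genes, Cldn4 (ENSMUSG00000047501) rose from 158 ± 28.7 to 1514 ± 87.0 CPM and Actb, with the highest level, from 3467 ± 301 to 8684 ± 409 CPM, changes of 3.26 (adjusted p = 6.18e-10) and 1.32 (adjusted p = 1.17e-06) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest changes in the ER list were those of Ero1l (ENSMUSG00000021831), from 71.9 ± 12.8 to 1377 ± 229 CPM, and Ddit3, from 23.8 ± 2.18 to 235 ± 27.2 CPM, with log2 fold changes of 4.26 (adjusted p = 3.37e-09) and 3.31 (adjusted p = 1.44e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. P4hb, the ER gene with the highest level, changed by 0.95 (adjusted p = 1.69e-05) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Aldoa, Actb and Ddit3, 6.43%, 9.12% and 4.38% of the 50-base stretches are shared with Aldoart1, Actg1 and Mars. All 3 libraries at 8 h lay above those at 0 h for Slc2a1, Pfkfb3, Aldoa, Cldn4, Actb, Ero1l and Ddit3.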

In fact, several other top pathways, including glycolysis, tight junction (epithelial barrier), and protein processing in the ER (Figure 5A), can all be altered by reduced oxygen tension in either a HIF-dependent or -independent manner (Figure 5B; Glover et al., 2016, Majmundar et al., 2010, Wouters and Koritzinsky, 2008). In line with the activation of HIF1-mediated signaling, HIF1α protein accumulation, one of the hallmarks of cellular hypoxia, was observed between 2 and 8 h after re-submersion (Figure 5C). qPCR analysis confirmed a robust but transient increase of several well-known target genes directly regulated by the HIF1α transcription factor (Figure 5D). Furthermore, mass spectrometry of cell extracts showed a marked increase in intracellular lactate levels following re-submersion (Figure 5E), indicating a likely switch to glycolysis under the influence of low oxygen tension.

**Figure 5:**
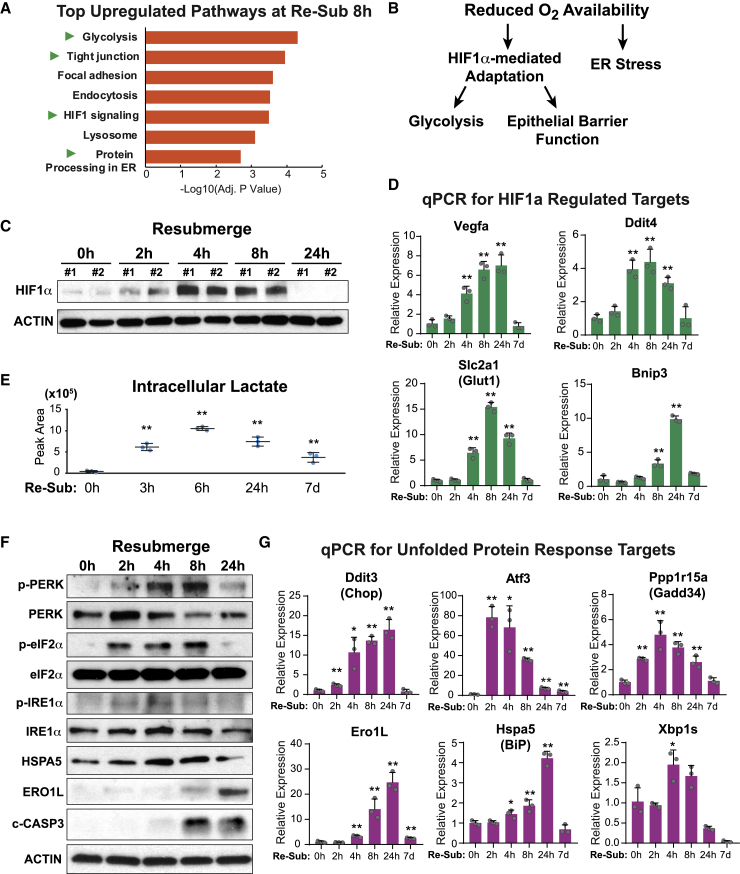
Re-submersion Induces Cellular Stresses Mediated by Low Oxygen Tension (A) Top upregulated pathways in monolayers 8 h after re-submersion as compared to ALId21. (B) A schematic summary of the cellular pathways activated by low oxygen tension. (C) Hif1α protein accumulation evaluated by immunoblot of cell lysates derived from monolayers re-submerged for 0, 2, 4, 8, and 24 h. (D) Hif1α targets expression defined by qPCR assays in monolayers re-submerged for 0, 2, 4, 8, 24 h and 7 days. Results were expressed relative to the 0 h time point. Mean ± SD are shown. n = 3 samples/time point. (E) Intracellular lactate levels in monolayers as a function of time after re-submersion. n = 3 samples/group. (F) Changes in levels of proteins known to be involved in the UPR pathway defined by immunoblotting of cell lysates as a function of time after re-submersion. (G) Expression of UPR target genes, defined by qPCR, in monolayers at different times after re-submersion. Results were expressed relative to the 0 h time point. Mean ± SD were plotted. n = 3 samples/group. Two-tailed Student’s t test relative to 0 h: ^∗^p < 0.05; ^∗∗^p < 0.01. Immunoblots are representative of two independent experiments.

Low oxygen tension can also lead to ER stress (Koritzinsky et al., 2006, Koumenis et al., 2002, Ma and Hendershot, 2003, Romero-Ramirez et al., 2004). This is most likely because protein folding in the ER requires the participation of oxygen (Bader et al., 1999, Frand and Kaiser, 1999, Tu et al., 2000). ER stress is known to activate the unfolded protein response (UPR) (Oslowski and Urano, 2011). Examination of signaling cascades that constitute UPR revealed a marked elevation of both phospho-PERK and phospho-eIF2α levels within the first 8 h of re-submersion, which were subsequently diminished at 24 h (Figure 5F). IRE1α phosphorylation and Xbp1 splicing, a second arm of UPR, also showed similar dynamics after re-submersion (Figure 5F). UPR activation was further evidenced by increased protein and/or RNA levels of multiple well-known downstream target genes crucial in assisting cellular adaptations to ER stress (Figures 5F and 5G). ER stress can also lead to apoptosis, which was confirmed by the observation of elevated cleaved-Caspase 3 by 8 h after re-submersion (Figure 5F). Occurrence of ER stress also explained the rapid loss of goblet cells following re-submersion, as these cells are known to be particularly susceptible to ER stress (Heazlewood et al., 2008). More importantly, high levels of hypoxic and ER stress were reported in both IBD patients and mouse models of colitis (Giatromanolaki et al., 2003, Hatoum et al., 2005, Karhausen et al., 2004, Kaser et al., 2008, Shah et al., 2008, Shkoda et al., 2007). Together, these findings suggest that re-submersion of the culture induces acute hypoxic and ER stress, both of which are likely to act as triggers for cellular injury and profoundly alter the epithelial transcriptional profiles, metabolic pathways as well as cell fate decisions.

### Oxygen Tension Functions as an Important Switch between Injury and Regeneration

An oxygen-depleted microenvironment was observed within colonic crypts during colitis-induced injury whereby infiltrating immune cells undergo a “respiratory burst” that rapidly consumes the locally available oxygen (Campbell et al., 2014). We asked if imposing this colitis-relevant condition on homeostatic monolayers could reproduce the epithelial flattening phenotype we observed with re-submersion and DSS-induced colitis. Indeed, switching the culturing condition of ALId21 cells to 2% O_2_ (Figure 6A) resulted in rapid flattening of the columnar epithelium, loss of goblet cells and a pause in cell proliferation within 48 h (Figures 6B–6P). We also observed a robust activation of UPR target genes shortly after switching to 2% O_2_ (Figure 6Q), along with statistically significant increases of regenerative markers (Figure 6R) similar to the re-submerged monolayer. Interestingly, Hopx transcription was transiently diminished after switching to 2% O_2_ and returned to baseline levels both after longer exposure and re-exposure to 21% O_2_ (Figure S5A). These data suggest that lowering oxygen tension can trigger a cellular injury-like status resembling features seen with both re-submerged monolayers and atrophic crypts.

**Figure 6:**
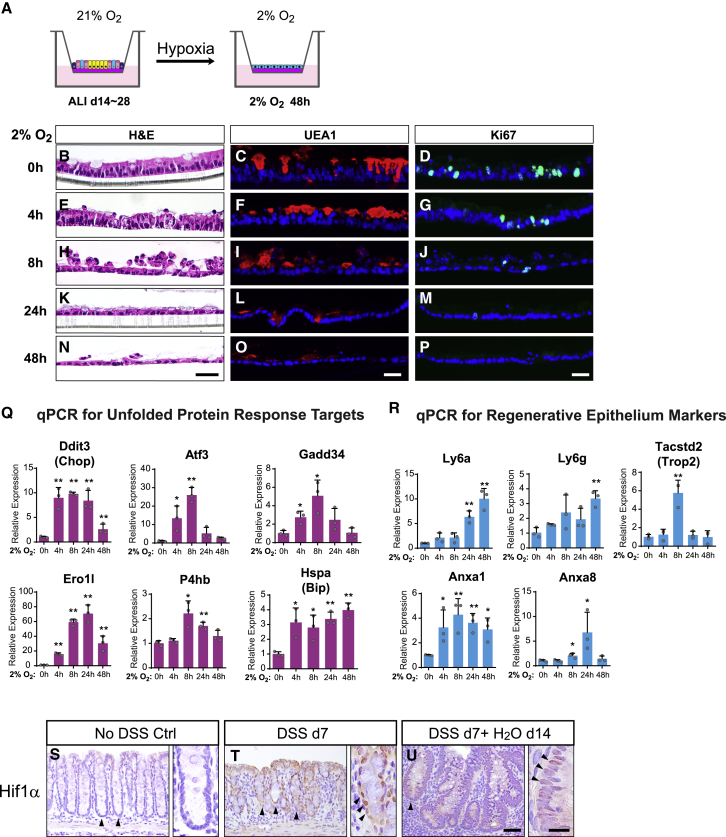
Oxygen Tension Functions as an Important Switch between Injury and Regeneration (A) Scheme of mature ALI cultures exposed to 2% O_2_ for up to 48 h while still maintaining ALI. (B–P) Staining for H&E (B, E, H, K, N), UEA1 (goblet cells; C, F, I, L, O), and Ki67 (D, G, J, M, P) on monolayers after exposed to 2% O_2_ for 0 (B–D), 4 (E–G), 8 (H–J), 24 (K–M), and 48 h (N–P). (Q and R) qPCR assays showing relative expression of UPR target genes (Q) and genes involved in epithelial regenerative responses (R) in monolayers exposed to 2% O_2_ for the indicated time periods. Results were expressed relative to the 0 h time point. Mean ± SD are shown. n = 3 samples/group. (S–U) Immunohistochemical staining of Hif1α protein on colonic mucosa sections from mice treated with no DSS, 7 days of DSS, and 7 days of DSS plus a 14-day recovery phase. Arrowheads denote the nuclear expression of Hif1α in epithelial cells of homeostatic (S), atrophic (T), and hypertrophic crypts (U). Two-tailed Student’s t test: ^∗^p < 0.05; ^∗∗^p < 0.01. Bars: (N–P) 25 μm; (U) 50 μm; (inset of U) 10 μm. Histological and immune-staining images are representative of 3 Transwell samples or animals examined. See also Figure S5.

**Figure S5:**
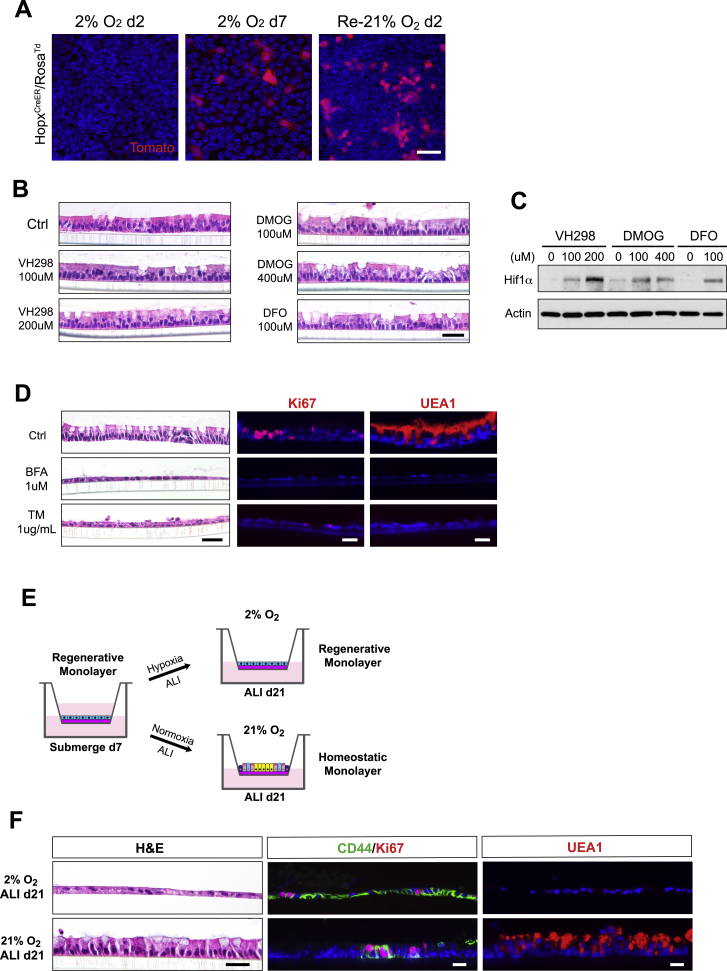
Oxygen Tension Functions as an Important Switch between Injury and Regeneration, Related to Figure 6 (A) Hopx expression was assayed following indicated time points after exposure to 2% O2 or re-exposure to 21% O2 by transient 4-OH tamoxifen labeling (24hrs prior) in ALI monolayers derived from *Hopx*^*CreER*^*/Rosa*^*Td*^ mice. (B-C) H&E stained sections of ALId21 monolayers treated with indicated concentrations of HIF activators including VH298, DMOG and DFO for 48hrs (B). Immunoblots for the Hif1α protein in cell lysates following 8hrs of the indicated HIF activator treatment (C). (D) H&E, Ki67 and UEA1 stained sections from ALId21 monolayers treated with ER stress inducers including BFA and TM for 48hrs. (E) Scheme for assessing the effect of low oxygen tension on the regenerative capacity of ALId0 cells. After 7 days of initial submersion, monolayer cells were subject to ALI in either 2% O_2_ or 21% O_2_ condition for 21 days. (F) ALId21 monolayers treated with either 2% O_2_ or 21% O_2_ were examined for cell morphology (left panels), Cd44/Ki67 double staining (mid panels) and UEA1 staining (right panels). Bars: (A, B, D and F) 25 μm. Histological and immuno-fluorescent images are representative of at least three samples examined.

To dissect which of the hypoxic stress pathways can confer the injury phenotype, we first tested if accumulation of HIF1α protein alone was sufficient to induce epithelial flattening. Treatment of ALId21 cells with multiple HIF activators including VH298, dimethyloxalylglycine (DMOG), and deferoxamine mesylate (DFO) individually did not result in morphological alterations of the monolayer (Figure S5B), despite the accumulation of Hif1α protein with treatment (Figure S5C). In contrast, treatment of ER stress inducers including brefeldin A (BFA) and tunicamycin (TM) caused epithelial flattening, loss of goblet cells, and decreased cell proliferation (Figure S5D), suggesting that ER stress can mediate the epithelial response to low oxygen tension.

To determine if a sufficient oxygen tension is required for the regenerative process powered by Hopx^+^ CARSCs *in vitro*, we cultured ALId0 cells under either 2% or 21% O_2_ with ALI for a period of 21 days (Figure S5E). As expected, cells cultured under normoxic conditions regenerated and developed both Ki67^+^ CD44^+^ crypt-like foci and differentiated lineages such as goblet cells (Figure S5F). In contrast, cells under the hypoxic condition maintained a CD44^+^ undifferentiated state with suppressed cell proliferation and showed no evidence of goblet cell differentiation (Figure S5F) even in the presence of ALI. Given the crucial role of oxygen tension in governing the switch between injury and regeneration in our *in vitro* model, we examined Hif1α protein levels in atrophic and hypertrophic crypts in DSS-induced colitis. Compared to controls not treated with DSS, the level of nuclear Hif1a protein was greatly enhanced in atrophic crypts at the injury phase and subsequently attenuated in the hypertrophic crypts during the regeneration stage (Figures 6S–6U). This dynamic alteration of oxygen tension was consistent with our *in vitro* model and suggested that oxygen tension may function as an important switch that controls the transformation between injury and regeneration for colonic crypts.

## Discussion

Colonic epithelial injury repair in response to damage caused by excessive inflammation remains a poorly understood process despite the importance of successful mucosal healing in achieving long-term remission for IBD patients (Baert et al., 2010, Henderson et al., 2011, Schnitzler et al., 2009). One major challenge has been a lack of *in vitro* model systems that recapitulate key aspects of epithelial injury and regeneration, in particular, modeling the regenerative stem cell population capable of re-establishing homeostasis following injury. In this study, we identified an *in vivo* stem cell population marked by Hopx expression that emerges from hypertrophic crypts present during recovery from colitis in both mice and humans. The Hopx^+^ CARSCs have diminished Lgr5 expression but are enriched for fetal biomarkers, suggestive of a primitive state. Lineage tracing and ablation experiments established that these cells could functionally contribute to epithelial regeneration during DSS-induced colitis. Prior to the emergence of Hopx^+^ CARSCs, atrophic crypts negative for both Lgr5 and Hopx prevailed in damaged areas concomitant with the injury phase. To model the atrophic, hypertrophic, and homeostatic crypts that occur during cycles of colonic epithelial injury and regeneration, we established a long-term colonic monolayer culture that contains regenerative stem cells resembling Hopx^+^ CARSCs. These *in vitro* Hopx^+^ CARSCs are capable of regenerating and forming a differentiated monolayer composed of numerous homeostasis-like “opened” crypts. Remarkably, the mature monolayer could be reverted to a Hopx^+^ regenerative state preceded by an ‘injury phase’ characterized by lack of proliferating cells, goblet cells and Hopx expression, similar to the atrophic crypts observed *in vivo* during colitis-induced injury. We demonstrate that oxygen tension functions as a switch for homeostasis-injury-regeneration cycle that can be reenacted in this *in vitro* model of colonic injury and repair.

The existence of a functional regenerative stem cell population has remained elusive for colitis-associated repair. Fetal-like reprograming of the regenerative epithelium has been described in mouse models following injury to the stomach and intestine (Fernandez Vallone et al., 2016, Nusse et al., 2018, Yui et al., 2018). However, whether these fetal-like cells are functionally required for re-establishing homeostasis has not been tested by lineage tracing or ablation experiments. The Hopx^+^ regenerative stem cells we observed in this study represent a transiently acquired cellular state during recovery and possess the ability to functionally contribute to the regenerative process in colitis. They co-express a number of fetal-like biomarkers and thus overlap phenotypically with the previously proposed fetal-like reprogrammed cells. Notably, these regenerative Hopx^+^ cells can likely be distinguished from the slow-cycling Hopx^+^ stem cells found in homeostasis because they exist in two different functional states, separated by a transient discontinuation of Hopx expression during the injury phase. Also, the regenerative Hopx^+^ stem cells are characterized by a rapid proliferation rate and co-expression of fetal-like markers during repair, neither of which are features of slow-cycling Hopx^+^ stem cells. Given these unique properties of this newly identified Hopx^+^ cell population, we have named it CARSC. Interestingly, Hopx^+^ alveolar epithelial cells have been implicated to play a role in pulmonary fibrosis (Ota et al., 2018), arguing for a unifying role for cells marked by Hopx. However, adult stem cells residing in organs of distinct developmental origins (e.g., lung and colon) can differ substantially in their overall expression profiles, behaviors, and functions even though they may share a subset of common markers.

While it is possible that the slow-cycling intestinal stem cells marked by Hopx in homeostasis can give rise to the CARSCs seen during colitis-associated regeneration, questions remain on the exact origin of these cells. Recent studies demonstrated that Atoh1^+^ secretory progenitors labeled in homeostasis can contribute to repair during DSS-induced colitis; ablating these cells negatively impact regeneration (Castillo-Azofeifa et al., 2019, Ishibashi et al., 2018, Tomic et al., 2018). Therefore, Atoh1^+^ progenitors may constitute a cell population that can exhibit cell plasticity and convert to Hopx^+^ CARSCs during repair. In addition, committed progenitors of other lineages including enteroendocrine cells and enterocytes may also be able to contribute to the emergence of Hopx^+^ CARSCs, given their known plasticities during intestinal repair (Buczacki et al., 2013, Jadhav et al., 2017, Tetteh et al., 2016, van Es et al., 2012, Westphalen et al., 2014, Yu et al., 2018).

The monolayer system we have developed here offers several unique advantages to aid the mechanistic study of epithelial injury and regeneration: First, unlike other *in vitro* methods that normally only model one specific cell fate in repair (Miyoshi et al., 2017, Yui et al., 2018), our system provides a platform for continuous manipulation of cell status over time. For example, it is unclear whether atrophic crypts that mark the injury phase of colitis can serve as a precursor for the hypertrophic crypts in recovery phase. Our *in vitro* data suggest that this level of cell plasticity could indeed occur. Second, in contrast to *in vivo* colitis models in which injured and regenerative crypts may be mixed with unaffected ones at a given time, our method allows the study of epithelial injury repair in a synchronized manner in both space and time. Third, our system permits the assessment of the direct impact of relevant stress signaling on epithelial cell fate decisions. Both hypoxic injury and ER stress commonly occur in IBD and mouse models of colitis (Giatromanolaki et al., 2003, Hatoum et al., 2005, Karhausen et al., 2004, Kaser et al., 2008, Shah et al., 2008, Shkoda et al., 2007). Hypoxia is known to regulate epithelial barrier function in colitis (Karhausen et al., 2004). Epithelial mutations in the UPR pathway can either lead to or influence colitis pathology (Barrett et al., 2008, Bertolotti et al., 2001, Brandl et al., 2009, Cao et al., 2013, Kaser et al., 2008, McGovern et al., 2010). Our *in vitro* model revealed that these stresses can directly induce features of epithelial injury (e.g., loss of proliferating and goblet cells) and may serve as a key switch for cell fate alterations during injury repair.

Finally, these long-lived, self-organizing 2D monolayers will have utility for defining host-microbe and epithelial-mesenchymal interactions that require experimental designs with sustained time frames. Previous studies reported self-organizing 2D monolayers derived from freshly isolated crypts (Gunasekara et al., 2018, Liu et al., 2018, Thorne et al., 2018). However, this experimental system is conducive only to short-term experiments; the resulting monolayers are often not continuous and the self-organizing phenotype could possibly be a result of direct crypt unfolding. One example of the utility of a complete, long-term 2D monolayer system described in our study is that the accessible apical surface supports the complete sexual growth of *Cryptosporidium parvum* (Wilke et al., 2019). In addition, other host cell types such as macrophages and fibroblasts play crucial roles in regulating responses to mucosal injury. Therefore, future efforts should be made to incorporate other cellular components into this epithelial system to allow better understanding of the intricate nature of mucosal repair.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rat monoclonal anti-Ki67, eFluor 570 conjugated	ThermoFisher Scientific	Cat# 41-5698-82; RRID: AB_11220285
Rat monoclonal anti-Ki67, FITC conjugated	ThermoFisher Scientific	Cat# 11-5698-82; RRID: AB_11151330
Rabbit polyclonal anti-EpCAM	Abcam	Cat# ab71916; RRID: AB_1603782
Rat monoclonal anti-mouse EpCAM, BV421 conjugated	Biolegend	Cat# 118225; RRID: AB_2563983
Goat polyclonal anti-Tacstd2 (Trop2)	R&D systems	Cat# AF1122; RRID: AB_2205662
Rabbit monoclonal anti-Tacstd2 (Trop2)	Abcam	Cat# ab214488; RRID: AB_2811182
Mouse monoclonal anti-Villin	Thermo Fisher	Cat# MA5-12227; RRID: AB_10980388
Rabbit polyclonal anti-Slc26a3	Novus Biologicals	Cat# NBP1-84450; RRID: AB_11031898
Goat polyclonal anti-Muc2	Santa Cruz	Cat# sc-13312; RRID: AB_2146672
Rabbit polyclonal anti-Chga	Abcam	Cat# ab15160; RRID: AB_301704
Rabbit polyclonal anti-RFP	Rockland	Cat# 600-401-379; RRID: AB_2209751
Chicken polyclonal anti-GFP	Abcam	Cat# ab13970; RRID: AB_300798
Rat monoclonal anti-Ly6a (Sca-1), FITC conjugated	Biolegend	Cat# 122505; RRID:AB_756190
Rat monoclonal anti-Ly6g	Biolegend	Cat# 127601; RRID: AB_1089179
Rabbit polyclonal anti-Actin	MilliporeSigma	Cat# A2066; RRID: AB_476693
Rat monoclonal anti-CD44, Alexa Fluor 488 conjugated	Biolegend	Cat# 103015; RRID: AB_493678
Mouse monoclonal anti-β-Catenin	BD Biosciences	Cat# 610154; RRID: AB_397555
Mouse monoclonal anti-phospho-Histone H3 (Ser10)	Cell Signaling Technology	Cat# 9706; RRID: AB_331748
Rabbit monoclonal anti-Hif1α	Abcam	Cat# ab179483; RRID: AB_2732807
Rabbit monoclonal anti-phospho-Perk	Cell Signaling Technology	Cat# 3179; RRID: AB_2095853
Rabbit monoclonal anti-Perk	Cell Signaling Technology	Cat# 3192; RRID: AB_2095847
Rabbit polyclonal anti-phospho-eIF2α	Cell Signaling Technology	Cat# 9721; RRID: AB_330951
Rabbit polyclonal anti-eIF2α	Cell Signaling Technology	Cat# 9722; RRID: AB_2230924
Rabbit polyclonal anti-phospho-IRE1α	ThermoFisher Scientific	Cat# PA1-16927; RRID: AB_2262241
Rabbit monoclonal anti-IRE1α	Cell Signaling Technology	Cat# 3294; RRID: AB_823545
Rabbit polyclonal anti-Hspa5 (BiP)	Cell Signaling Technology	Cat# 3183; RRID: AB_10695864
Rabbit polyclonal anti-Ero1l	Cell Signaling Technology	Cat# 3264; RRID: AB_823684
Mouse monoclonal anti-β-Actin	Abcam	Cat# ab6276; RRID: AB_2223210

**Biological Samples**		

Formalin-fixed paraffin blocks of colonic resection/biopsy samples derived from patients with ulcerative colitis	Washington University in St. Louis Department of Pathology & Immunology	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Tamoxifen	MilliporeSigma	Cat# T5648
Diphtheria toxin	MilliporeSigma	Cat# D0564
Dextran Sodium Sulfate	TbD Consultancy	Cat# DB001-500 g
2,4,6-Trinitrobenzenesulfonic acid (TNBS)	MilliporeSigma	Cat# 2297-10ML
Paraformaldehyde (32%)	Electron Microscopy Sciences	Cat# 15714
Tissue-Tek Oct Compound	Fisher Scientific	Cat# 50-363-579
Agar	MilliporeSigma	Cat# A7921
Trilogy	MilliporeSigma	Cat# 920P
Rhodamine-labeled UEA I	Vector Laboratories	Cat# RL-1062; RRID: AB_2336769
Protease/phosphatase inhibitor cocktail (100x)	Cell Signaling Technology	Cat# 5872S
Blocking One buffer	Nacalai	Cat# 03953-95
Superblock (TBS) blocking buffer	ThermoFisher Scientific	Cat# 37537
DNase1	MilliporeSigma	Cat# 10104159001
Dispase 1	MilliporeSigma	Cat# 11097113001
Collagenase 1	ThermoFisher Scientific	Cat# 17100-017
Sytox-Red	Biolegend	Cat# 425301
Propidium Iodide	Biolegend	Cat# 421301
Brefeldin A (BFA)	MilliporeSigma	Cat# B7651-5MG
Tunicamycin (TM)	MilliporeSigma	Cat# T7765-5MG
VH298	Abcam	Cat# ab230370
Dimethyloxaloylglycine (DMOG)	MilliporeSigma	Cat# 89464-63-1
(Z)-4-Hydroxytamoxifen	MilliporeSigma	Cat# H7904
Y-27632	R&D Systems	Cat# 1254
Matrigel	Corning	Cat# 354234
Trypsin (10x)	MilliporeSigma	Cat# T4549

**Critical Commercial Assays**		

RNeasy Micro Kit	QIAGEN	Cat# 74004
iScript Reverse Transcription Supermix for RT-PCR	Bio-Rad	Cat# 1708841
TB Green Advantage qPCR Premix	Takara	Cat# 639676
VECTASTAIN Elite ABC HRP Kit	Vector Laboratories	Cat# PK-6100
DAB Peroxidase (HRP) Substrate Kit	Vector Laboratories	Cat# SK-4100
RNAscope Wash Buffer Reagents	ACDBio	Cat# 310091
RNAscope Target Retrieval Reagents	ACDBio	Cat# 322000
RNAscope H2O2 & Protease Plus	ACDBio	Cat# 2003382
RNAscope 2.5 HD Detection Reagents - Red	ACDBio	Cat# 2002657
Pierce BCA Protein Assay Kit	ThermoFisher Scientific	Cat# 23225
SuperSignal West Pico PLUS Chemiluminescent Substrate	ThermoFisher Scientific	Cat# 34580
SuperSignal West Femto Maximum Sensitivity Substrate	ThermoFisher Scientific	Cat# 34094
Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor 488 dye	ThermoFisher Scientific	Cat# C10337

**Deposited Data**		

Raw data files for RNA sequencing	This paper	GEO: GSE127172

**Experimental Models: Cell Lines**		

Mouse: L-WRN	Miyoshi and Stappenbeck, 2013; ATCC	Cat# CRL-3276
Mouse: C57BL/6J colonic spheroid line	This paper	N/A
Mouse: *Lgr5-EGFP-IRES-CreERT2/Rosa-LSL-tdTomato* colonic spheroid line	This paper	N/A
Mouse: *Hopx-CreERT2/Rosa-LSL-tdTomato* colonic spheroid line	This paper	N/A
Mouse: *Hopx-CreERT2/Rosa-LSL-DTR* colonic spheroid line	This paper	N/A
Mouse: *Hopx-GFP* colonic spheroid line	This paper	N/A
Mouse: *Axin2-CreERT2-tdTomato* colonic spheroid line	This paper	N/A

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6J	The Jackson Laboratory	Cat# 000664
Mouse: BALB/cJ	The Jackson Laboratory	Cat# 000651
Mouse: B6.129P2-Lgr5tm1(cre/ERT2)Cle/J (*Lgr5-EGFP-IRES-CreERT2*)	The Jackson Laboratory	Cat# 008875
Mouse: Hopxtm2.1(cre/ERT2)Joe/J (*Hopx-CreERT2*)	The Jackson Laboratory	Cat# 017606
Mouse: Hopxtm3.1Joe/J (*Hopx-GFP*)	The Jackson Laboratory	Cat# 029271
Mouse: B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J (*Rosa-LSL-tdTomato*)	The Jackson Laboratory	Cat# 007909
Mouse: C57BL/6-Gt(ROSA)26Sortm1(HBEGF)Awai/J (*Rosa-LSL-DTR*)	The Jackson Laboratory	Cat# 007900
Mouse: Axin2tm1.1(cre/ERT2/tdTomato)Smr (*Axin2-CreERT2-tdTomato*)	Gift of E.E. Morrisey, University of Pennsylvania, Philadelphia, PA; Frank et al., 2016	N/A

**Oligonucleotides**		

qPCR primers, see also Table S7	This paper	N/A
RNAscope Probe-Mm-Lgr5	ACDBio	Cat# 312171
RNAscope Probe-Mm-Hopx	ACDBio	Cat# 405161
RNAscope Probe-Hs-LGR5	ACDBio	Cat# 311021
RNAscope Probe-Hs-HOPX	ACDBio	Cat# 423001

**Software and Algorithms**		

GSEA	Broad Institute; Subramanian et al., 2005	http://software.broadinstitute.org/gsea/index.jsp
Enrichr	Ma’ayan Laboratory, Icahn School of Medicine at Mount Sinai, New York, NY; Chen et al., 2013, Kuleshov et al., 2016	https://amp.pharm.mssm.edu/Enrichr/
EdgeR	Bioconductor	https://bioconductor.org/packages/release/bioc/html/edgeR.html
Limma	Bioconductor	http://bioconductor.org/packages/release/bioc/html/limma.html
GAGE	Bioconductor	https://bioconductor.org/packages/release/bioc/html/gage.html
ImageJ	NIH	https://imagej.nih.gov/ij/
Graphpad Prism 8	Graphpad	https://www.graphpad.com/scientific-software/prism/

### Lead Contact and Materials Availability

Further information and requests for reagents may be directed to and will be fulfilled by the Lead Contact Thaddeus S. Stappenbeck ().

New materials generated in this study, including colonic spheroid lines derived from specific mouse genetic lines, are available from the Lead Contact without restrictions.

### Experimental Model and Subject Details

#### Mice

The *Lgr5-EGFP-IRES-CreERT2*, *Hopx-CreERT2*, *Hopx-GFP, Rosa-LSL-DTR* and *Rosa-LSL-tdTomato* mice were purchased from Jackson Laboratory. The *Axin2-CreERT2-tdTomato* line was a kind gift from Dr. Edward E. Morrisey (University of Pennsylvania). Male mice 8-12 weeks of age were used to perform experiments. Detailed information on generation and genotyping of those mouse lines has been published previously (Barker et al., 2007, Buch et al., 2005, Frank et al., 2016, Takeda et al., 2011, Takeda et al., 2013). All animal work was performed in accordance to the protocols approved by the Washington University School of Medicine Animal Studies Committee.

#### Human Tissue

Seven pairs of retrospective formalin-fixed paraffin blocks containing inflamed and uninflamed regions of colonic surgical resection or biopsy samples from subjects with ulcerative colitis were obtained from Department of Pathology and Immunology at Washington University in St. Louis. Five μm sections from these paraffin blocks were stained for localization of TACSTD2 protein using a rabbit monoclonal antibody (Abcam) by IHC or Hopx and Msln mRNA by RNAscope-based i*n situ hybridization*. This study was approved by the Washington University Institutional Review Board (IRB #201209047).

#### Mouse colonic spheroid lines

Mouse colonic stem cell spheroid lines were derived directly from 8-week-old male mice with indicated genotypes as previously described (Miyoshi and Stappenbeck, 2013). Briefly, 1cm segment of distal colon was minced and digested in 2mg/mL Collagenase I solution (ThermoFisher Scientific) for 30-40min, with vigorous pipetting every 10min. The crypt compartment was collected by centrifugation, washed twice with DMEM/F12 media (MilliporeSigma), resuspended in 15μL cold Matrigel and plated onto a 24-well tissue culture plate with supplementation of 50% L-WRN conditioned medium.

### Methods Details

#### ALI culture experiments

Adult mouse colonic spheroids were maintained and passaged up to 30 generations in 50% L-WRN conditioned medium as previously described (Miyoshi and Stappenbeck, 2013). Spheroids were then dissociated into single cells by 0.25% trypsin (MilliporeSigma) digestion and seeded onto Transwells (Corning) pre-coated by 10% Matrigel (Corning) for 20min. ∼20,000 cells were seeded per well. Initially, cells were submerged in 150μL 50% L-WRN media with 10uM Rock inhibitor Y-27632 (R&D Systems). Medium in the upper chamber of the Transwell was removed after 7 days to create an air-liquid interface (ALI). Cells were grown in ALI with 50% L-WRN medium in the bottom chamber for additional 14-28 days to reach maturity (changing the medium every three days). To re-submerge the ALI culture, 150μL 50% L-WRN medium was added into the upper chamber. Medium in the upper chamber was removed after 7 days to subject cells to another round of ALI mediated differentiation. To study the effect of hypoxia on ALI cells, monolayers of cells on Transwells were incubated under an atmosphere of 2% O_2_, 5% CO2 and 93% nitrogen at 37°C for up to 48 h, with medium only present in the bottom chamber. For transient labeling or lineage tracing experiments, ALI cultures were treated with 500nM-1μM 4OH-tamoxifen (MilliporeSigma) in 50% L-WRN medium for 12 h followed by replacing with 50% L-WRN medium alone. tdTomato fluorescence was monitored 1 day later for transiently labeling experiments and 3 weeks later for lineage tracing experiments. For treatment with HIF activators, 100μM and 200μM VH298 (Abcam), 100μM and 400μM dimethyloxaloylglycine (DMOG, MilliporeSigma), or 100μM Deferoxamine mesylate (DFO, Abcam) was individually applied to the bottom compartment of ALId21 monolayers for 48hrs. For treatment with ER stress inducers, 1μM brefeldin A (BFA, MilliporeSigma) or 1μg/mL tunicamycin (TM, MilliporeSigma) was applied to the bottom compartment of ALId21 monolayers for 48hrs. For EdU pulse-chase experiments, ALId14 monolayers were treated with 10μM EdU for 3hrs, replaced with media without EdU, and followed for various amount of time before using the EdU Click-it kit (Thermofisher Scientific) to detect EdU signals. Ki67 co-staining was performed to identify proliferative zones in the monolayers.

#### DSS-induced Colitis

Male C57BL/6J mice of 8-12 weeks of age were treated for 7 days with drinking water supplemented with 2.5% Dextran Sulfate Sodium (DSS) (TbD Consultancy) before switching to unsupplemented (‘regular’) drinking water. Mice were sacrificed at various time points during DSS treatment or the water recovery phase.

#### Acute TNBS-induced Colitis

Male BALB/c mice of 8-12 weeks of age were treated with 2.5% 2,4,6-Trinitrobenzenesulfonic acid (TNBS, MilliporeSigma) in 50% ethanol by enema and sacrificed at various time points after treatment for histologic analysis in distal colons.

#### Lineage Tracing and Cell Ablation

*Hopx*^*CreER*^*/Rosa*^*Td*^ and *Lgr5*^*CreER*^*/Rosa*^*Td*^ mice were treated with 2.5% DSS for 7 days and switched to regular drinking water afterward. Tamoxifen was dissolved in corn oil at 20mg/mL and delivered to mice at 0.1g/kg weight through intraperitoneal injection on designated days. For ablation experiments at the regenerative stage, *Hopx*^*CreER*^*/Rosa*^DTR^ mice and their WT littermate controls were treated with DSS in the drinking water and supplied with tamoxifen chow 7 days after switching to regular drinking water. Three doses of diphtheria toxin (DT 50μg/kg; MilliporeSigma) were injected intraperitoneally into mice every other day, beginning 14 days after switching to regular water. Mice were sacrificed 2 days after the last dose of diphtheria toxin. For ablation during homeostasis, *Hopx*^*CreER*^*/Rosa*^DTR^ mice and their WT littermate controls were injected with tamoxifen on day 1, 3, and 5, DT on day 2, 4, and 6 and sacrificed 2 days after the last DT injection. For ablation during injury, *Hopx*^*CreER*^*/Rosa*^DTR^ mice and their WT littermate controls were treated with DSS for 7 days followed by a water washout period (no DSS), with a total of 3 doses of tamoxifen and DT administration every other day starting from DSS day 6. Mice were sacrificed 2 days after last DT injection.

#### Tissue Preparation and Histology

Dissected full-length colons were pinned out and fixed in 4% paraformaldehyde (PFA) for 16 h at 4°C. The fixed tissue was washed in phosphate buffered saline (PBS) three times before dehydration in 70% ethanol. Tissues were embedded in 2% agar followed by paraffin embedding, sectioning, hematoxylin and eosin staining, and alcian blue staining. ALI cultured cells were fixed in 4% PFA for 30min at room temperature and treated similarly to the tissues for histological examinations.

#### Immunostaining

Slides were de-paraffinized and subjected to heat-induced antigen retrieval in Trilogy (MilliporeSigma) solution for 20min. Slides were blocked in PBS containing 2% BSA, 5% serum and 0.1% Triton-X for 1hr at room temperature, and then treated with primary antibodies at desired dilutions for 16 h at 4°C. Slides were then washed 3 times in PBS and incubated with secondary antibodies conjugated with fluorophores (Thermo Fisher Scientific) for 1 h at room temperature. For immunohistochemistry, VECTASTAIN Elite ABC HRP Kit and I DAB Peroxidase (HRP) Substrate Kit (Vector Laboratories) were used to develop colors. For whole mount staining with ALI culture, cells were fixed in 4% PFA for 30 min at room temperature and washed in PBS to remove the mucus layer. Cells were then blocked, incubated with primary antibodies and followed the same procedures used on slide sections. Fluorescent images were acquired with a Zeiss Axiovert 200M inverted microscope. Bright field histological and RNA *in situ* hybridization images were acquired with an Olympus BX51 microscope. Adobe Photoshop was used to uniformly adjust brightness and contrast. ImageJ was used to quantify cell height. Information about primary antibodies and dilutions used in the assay can be found in “Key Resources Table.”

#### RNAscope *in situ* hybridization

Tissues were fixed in 4% PFA for 16 h at 4°C and balanced in 20% sucrose/PBS for at least 8 h before embedded in OCT compound (Fisher Scientific). Five micron-thick cryosections were used for RNAscope based *in situ* hybridization according to protocols recommended by the manufacturer (ACDBio). See “Key Resources Table” for details about probes used in the assays.

#### Quantitative RT-PCR

Total RNA was isolated from ALI cultures by using RNeasy micro kit (QIAGEN). 500ng of RNA was used for cDNA synthesis by iScript Reverse Transcription Supermix Kit (Bio-Rad). qPCR was performed using TB Green Advantage qPCR Premix (Takara). Due to significant changes in glycolysis documented in these experiments, Sdha or Hsp90ab was used for housekeeping genes for normalization instead of Gapdh. See also Table S7 for details about primers used for qPCR.

#### RNA-Seq

Total RNA quality was tested by Bioanalyzer. The RNA-Ribo-Zero method was employed for cDNA library construction. Sequencing datasets (produced using an Illumina HiSeq3000 instruments were analyzed as follows. Reads were aligned to the reference mouse genome using STAR software. Gene counts were derived from uniquely aligned reads. To identify differentially expressed genes, TMM normalization factors were calculated using EdgeR to adjust for differences in sample read numbers. Differential gene expression analysis was performed in Limma with voom. Gene Ontology (GO) and KEGG pathways significantly altered in sample groups were identified by using GAGE. Differentially expressed gene lists were also analyzed by using Enrichr (Chen et al., 2013, Kuleshov et al., 2016). To compare the similarities of RNA profiles between our data and published data, custom “gene sets” were generated from the top 300-500 upregulated genes from previous studies on goblet cell, enteroendocrine cell, DSS-induced regenerative epithelium and fetal spheroids (Jadhav et al., 2017, Mustata et al., 2013, Yui et al., 2018). Functional enrichment of these two gene sets in the ALId21, ALId0 or Re-submerge d7 transcriptomes was tested using the GSEA software package (Subramanian et al., 2005).

#### Immunoblotting

ALI cultured cells were first lysed in Lammaeli sample buffer supplemented with protease/phosphatase inhibitor cocktail (Cell Signaling). Protein concentration was quantified by the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). 10μg of denatured protein per sample was loaded onto Any kD Mini-PROTEAN® TGX Precast Protein Gels (Bio-Rad) for SDS-PAGE, and then transferred to nitrocellulose membranes using a Trans-Blot SD. Semi-Dry transfer cell (Bio-Rad). Membranes were blocked in either Blocking One buffer (Nacalai) for non-phosphorylated protein targets or Superblock buffer (Thermo Fisher Scientific) for phosphorylated targets for 1 h at room temperature, and then incubated with primary antibodies (1:1000 dilution) for 16 h at 4°C. Membranes were washed with Tris buffered saline containing 0.1% Tween-20 (TBST) 4 times (10minutes/cycle) with sufficient rocking, and then incubated with poly-horseradish peroxidase conjugated secondary antibodies (Abcam, 1:15000) for 1 h at room temperature. Membranes were subjected to four more cycles of washing in TBST before using the SuperSignal West Pico PLUS Chemiluminescent Substrate or SuperSignal West Femto Maximum Sensitivity Substrate (ThermoFisher Scientific) to detect signals. Information about the primary antibodies used can be found in “Key Resources Table.”

#### LC-QTOF Mass spectrometry

Lactate was extracted in ice-cold methanol (400μL) by vortex mixing. Following centrifugation (8,000 x g at 4°C), a 200μL aliquot of the resulting supernatant was evaporated to dryness. Dried samples were then re-suspended in 100 μL of 10% methanol. The analysis was done on an Agilent 1290 LC system coupled to an Agilent 6545 Q-TOF mass spectrometer (Santa Clara, CA) under negative ion mode. Five μL of prepared sample were injected onto a Scherzo SW-C18 column (2 × 100 mm, 3 μm, Imtakt, Portland, OR), which was heated to 35°C. The mobile phase consisted of 10mM ammonium formate in water (A) and 10mM ammonium formate in 90:10 acetonitrile/water (B). The flow rate was at 0.4 ml/min. The following gradient program was performed: from 0 to 10 min, mobile phase B eluted from 0% to 50% and then was kept for 3 min at 50% of B.

#### Flow cytometry

ALI cultured cells derived from WT, Hopx^GFP^ and Lgr5^GFP^ mouse strains (Barker et al., 2007, Takeda et al., 2013) were dissociated into single cells by 0.25% Trypsin and stained with Propidium Iodide (Biolegend) before sent for flow cytometry analysis (Becton Dickinson FACScan). Live single cells were gated to assess for GFP signal in these three lines. WT cells served as a negative control for gating GFP channel.

#### Single cell spheroid formation assay

*Hopx*^*CreER*^*/Rosa*^Td^ mice were treated with 2.5% DSS in drinking water for 7 days before switch to regular water. Hopx-tdTomato+ cells were labeled by a single injection of tamoxifen 13 days after the cessation of DSS treatment. Twenty-four hours after tamoxifen injection, the most distal 1cm section of colon was removed, opened, and treated with 30mM EDTA for 20minutes at 37°C followed by vigorous pipetting to enrich for crypts in the suspension. Single cell dissociation was then performed using an enzymatic cocktail containing 0.2mg/mL DNase1 (MilliporeSigma), 5mg/mL Dispase 1 (MilliporeSigma) and 2mg/mL Collagenase I (ThermoFisher Scientific) in the 37°C shaker at 250rpm. The cell suspension was incubated with EpCAM-BV421 (Biolegend) and Sytox-Red (Biolegend), which was used to gate for live epithelial cells during sorting (MoFlo). Sorted tdTomato+ epithelial cells were plated in Matrigel supplemented with 50% L-WRN medium and cultured for 6-7 days to count for spheroid formation efficiency.

#### Transmission electron microscopy

Cells were fixed with 2% paraformaldehyde/2.5% glutaraldehyde in 100mM cacodylate buffer, pH 7.2 for 1 h at 24°C. Ninety-five nanometer thick sections were cut with a Leica Ultracut UCT ultramicrotome, stained with uranyl acetate and lead citrate, and imaged on a JEOL 1200 EX transmission electron microscope (JEOL USA). Adobe Photoshop was used to uniformly adjust brightness and contrast. ImageJ was used to quantify the microvilli lengths.

### Quantification and Statistical Analysis

Statistical parameters including the exact value of n, precision measures (mean ± SD) and statistical method and significance are reported in the Results and Figure Legends. Data are judged to be statistically significant when p < 0.05. In figures, asterisks denote statistical significance: ^∗^, p < 0.05; ^∗∗^, p < 0.01.

### Data and Code Availability

The accession number for the RNA sequencing data reported in this study is NCBI GEO: GSE127172.

Software used for statistical analysis was Graphpad Prism v8.
Software used for Gene Set Enrichment Analysis is GSEA v3.0.
Software used for RNA-seq data pathway analysis is Enrichr (https://amp.pharm.mssm.edu/Enrichr/).
Software used for image processing is ImageJ v1.8.0 (https://imagej.nih.gov/ij/).
The R packages used to analyze RNA-seq data in this study are: EdgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html), Limma (http://bioconductor.org/packages/release/bioc/html/limma.html) and GAGE (https://bioconductor.org/packages/release/bioc/html/gage.html).

This study did not generate original code.

# Supplementary material for: Long-Term Culture Captures Injury-Repair Cycles of Colonic Stem Cells
**Source:** Cell. 2019 Nov 14;179(5):1144–1159.e15. doi: 10.1016/j.cell.2019.10.015
**Supplement:** Table S7 QPCR Primers, Related to STAR Methods

**Table S7 QPCR Primers, Related to STAR methods**

|            |                          |
|------------|--------------------------|
| Anxa1-F    | TCTGACCAGCAGGAGCTTTC     |
| Anxa1-R    | TGGCTTCGTACAGCTTCTCG     |
| Anxa8-F    | AGCGGATTCTGGTGTGTCTC     |
| Anxa8-R    | TCCCATAATCTTCTCACCCGC    |
| Ly6a-F     | AGCTCCAAGGTGGGAGTAGT     |
| Ly6a-R     | AGGGTCATGAGCAGCAATCC     |
| Ly6g-F     | GAGAGGAAGTTTTATCTGTGCAGC |
| Ly6g-R     | TCTCAGGTGGGACCCCAATA     |
| Tacstd2-F  | TCACCAAACGGAGGAAGTCG     |
| Tacstd2-R  | GAAGTCGGGGCATCCTACAG     |
| Atf3-F     | AGAGCTGAGATTCGCCATCC     |
| Atf3-R     | TTGTTTCGACACTTGGCAGC     |
| Ero1L-F    | GAATGTGAGCAAGCTGAGCG     |
| Ero1L-R    | CATACTCAGCATCGGGGGAC     |
| Gadd34-F   | CACGATCGCTTTTGGCAACC     |
| Gadd34-R   | TAGAAGTTGTGGGCGTCCCT     |
| Hsp90ab1-F | GGCTATCCCATCACCTCTATTT   |
| Hsp90ab1-R | GGCTTCTCCTCATCCTCCTTATC  |
| Sdha-F     | GGTGAGAACAAGAAGGCATCAG   |
| Sdha-R     | GCCTACAACCACAGCATCAAA    |
| Bnip3-F    | GCTTTGGCGAGAAAAACAGC     |
| Bnip3-R    | ATGCTGAGAGTAGCTGTGCG     |
| Ddit3-F    | CCACCACACCTGAAAGCAGAA    |
| Ddit3-R    | AGGTGAAAGGCAGGGACTCA     |
| Ddit4-F    | CTTGTCCGCAATCTTCGCTG     |
| Ddit4-R    | TGGCTGCTAAGGTCCGAATG     |
| Slc2a1-F   | CGGGGTCTTAAGTGCGTCA      |
| Slc2a1-R   | ATAGCCGAAGTGCAGTGATCC    |
| sXbp1-F    | CTGAGTCCGCAGCAGGTG       |
| sXbp1-R    | GTCCATGGGAAGATGTTCTGG    |
| Vegfa-F    | CACAGCAGATGTGAATGCAG     |
| Vegfa-R    | TTTACACGTCTGCGGATCTT     |
| P4hb-F     | GACTCAAGCGAAGTGACGGT     |
| P4hb-R     | TCAAAGTTGTTGCGGCCTTC     |

How the deposited data were processed for this re-analysis (not part of the article)

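RNA from monolayers of mouse colonic epithelial cells was measured in 31 libraries of 3 sets. The first set holds ALId0, ALId4, ALId7, ALId14 and ALId21 with 2 libraries each, the second ALId0, ALId1 and ALId2 with 3 each, and the third 0 h, 8 h, 24 h and 7 days of re-submersion with 3 each. The authors prepared the libraries with Ribo-Zero, sequenced them on a HiSeq3000, aligned the reads to the mouse genome with STAR, and deposited for each library the count of uniquely aligned reads on each Ensembl gene, without normalization. The text names no STAR version, genome build, annotation, counting tool or strand setting, and the authors' own tests (TMM factors from edgeR with limma voom, GAGE, Enrichr and GSEA) are not part of these values. Every column of per-sample counts was used, and no line stood for reads without a gene.

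The first table had 41264 lines for 40690 identifiers and the other two 41192 lines for 40594 identifiers each. Lines of a repeated identifier were identical (883 lines in the first table and 898 in each of the others), so 1 line per identifier was kept. Symbols were matched for 40254 identifiers in each table through GENCODE vM21 (GRCm38), and those without a match held 0.0542%, 0.0458% and 0.0344% of the counts of the 3 sets. Coordinates are those of GRCm38, whether or not the authors counted on that build. Libraries held 22828752 to 30496452 counts in the first set (median 24788113), 18232071 to 27536721 in the second (median 22732263) and 15564950 to 25754577 in the third (median 20383785). A gene with at most 3 counts in each library of a group was taken as not detectable there, and a fold change against it is given as a lower limit. The reads carry no molecular identifiers, so intervals and floors cover counting error only. The chi-square per gene between 2 replicate libraries, for genes with at least 50 counts in the pair, ran from 6.53 to 58.7 (median 25.7, 26 pairs), so replicates differed by more than counting noise and no library is a copy of another.

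Each set was fitted alone, with all its groups and no covariates, in edgeR 4.0.16 (R 4.3.3): filterByExpr on the groups, TMM factors, estimated dispersions and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Principal components were taken over the 500 most variable genes on log2 CPM with a prior count of 2. Gene sets from Tables S1 to S6 were scored on genes ranked by log2 fold change, against 10000 random sets, with a function whose score was compared with that of fgsea 1.28.0 on simulated values. Sets and gene lists were tested with camera at a preset correlation of 0.01 and with fry, both in limma 3.58.1, with Benjamini-Hochberg adjustment over the 6 sets and over 10 pathway lists. The share of cell cycle genes among the 300 genes with the largest rise was tested with a two-sided Fisher's exact test in R. Sequence positions and tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. All exons of a gene in GENCODE vM21 were cut into stretches of 50 bases, and the share of them found in another gene is given beside some genes and was used to pick the members of a list with few shared stretches. The pathway lists were written from general knowledge of each pathway, and the cell cycle genes come from the pair of lists distributed with Seurat. The lists of fibroblast, leukocyte and interferon-stimulated genes were written before the counts were opened but after Tables S1 to S6 had been read.

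The rule for the genes named in the text took every gene that the study names in its text or figure panels for the RNA-seq, in situ or qPCR data of the monolayers. For ALId21 and ALId1 against ALId0 and for 8 h, 24 h and 7 days against 0 h, it added the 2 genes with the highest and the 2 with the lowest log2 fold change among those with an adjusted p under 0.05, an average log2 CPM of at least 3 and no overlap between the libraries. Where the median of another list is given, it added the member with the highest level and the members with the largest change. Single results of some of these genes are not reported here. The samples, the comparisons of the passages with their tests, this rule and the alternatives that follow were fixed before the data were examined. The alternatives were RLE size factors in edgeR, DESeq2 1.42.0, limma voom, no filter, a minimum of 10 counts in every library, a term for replicate number, only the 2 groups compared, a minimum change of 2-fold, equal weights in the enrichment score, sets without fibroblast genes, Reactome sets in place of the lists, and leaving out each library in turn. Fits with library totals and no scaling factors, fits with the fibroblast level as a covariate, and every alternative for the lists picked after their values were seen were added later. On simulated counts with 200 genes changed 2-fold, the edgeR fit recovered 88.0% of them among 14222 genes for the design of the first set, 75.0% among 13913 for the second and 84.5% among 14158 for the third, and 6.88%, 3.85% and 2.87% of its calls were false. These counts had as many raised as lowered genes and far fewer changed genes than most real comparisons. They therefore do not check the scaling between libraries.

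In the fit without a filter, edgeR's prior degrees of freedom became infinite in the first set and the last, against 6.46 and 8.02 with the filter, so that every gene's p-value was computed from the trend of the spread alone. For single genes of these sets, that fit was left out of the ranges of adjusted p over alternatives, a decision made after its p-values were seen. Its fold changes and counts are kept. The qPCR, staining, flow cytometry and lineage tracing of the study were not analysed here, and the pathway tools GAGE and Enrichr were not used here.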

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

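The tests of the correlation between fibroblast genes, of the 2 ALId14 libraries and of leukocyte transcripts were chosen only after the result was seen. The 4 results below are signals in gene lists that the paper does not examine in its RNA data at these time points. It does describe Ki67 staining of proliferative foci on ALId21 and Ki67 co-staining of monolayers labelled with EdU on ALId14. The 4 results were picked, after their values had been seen, from 27 lists in 10 comparisons. Their camera and fry p-values are adjusted over all 270 tests. Camera's p-values are too small for a list whose genes vary together more than its preset correlation. How closely genes vary together was measured for the fibroblast list only, so the very small camera values of the other lists are uncertain in size.

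The first is a fall of fibroblast-type transcripts between ALId0 and ALId21. The 36 tested genes of a list of 38 had a median log2 fold change of -6.67, or -5.38 with genes at or under 3 counts set to their limit, and 34 were lower and 1 higher at an adjusted p under 0.05 (35 and 1 adjusted over the list alone). The adjusted p was 2.45e-10 by camera, in a range of 1.36e-15 to 0.0394 over the alternatives, and 0.00379 by fry. The upper end comes from a minimum of 10 counts in every library, which removes the genes with the largest fall and left a median of -3.05. Camera presets a low correlation between genes, while the genes of this list had a median correlation of 0.966 in the second set (below). Camera's p-values for this list are therefore too small if its genes vary together as much in the first set. The fry test needs no preset correlation. Among abundant members, chosen after their values were seen, Fn1 went from 69.0 ± 2.04 CPM (SD, n = 2) on ALId0 to 0.620 ± 0.253 CPM on ALId21, and Col3a1 from 47.5 ± 5.31 to 0.309 ± 0.0394 CPM. With library totals and no scaling factors the median was -6.60, so scaling is not the cause. The most extreme median of 10000 random lists matched on gene length, GC content and level was -1.25, and the 32 members with under 5% of their 50-base stretches in another gene had a median of -6.72, which argues against a length or GC bias and against reads from similar genes. A candidate explanation is RNA from fibroblast-type cells in some libraries. In the second set, where the level differs between libraries of 1 day (Col3a1 at 90.6 ± 82.4 CPM on ALId2, SD, n = 3), the list's genes rose and fell together within groups, with a median correlation between genes of 0.966 across 36 genes, against 0.144 for the highest of 1000 random lists. Genes are not independent replicates, and this does not show which cells made the RNA. The paper describes a feeder layer of irradiated 3T3 cells in some cultures, does not state whether these libraries had one, and the counts cannot separate such cells from epithelial cells that express the same genes. Of the list, 15 genes are also in Table S3.

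Genes of G2 and M phase were lower on ALId14 than on ALId7 and ALId21. The median log2 fold change of 54 genes was -2.18 from ALId7 to ALId14, with 50 of them lower at an adjusted p under 0.05 (51 adjusted over the list alone), and 1.87 from ALId14 to ALId21, with 51 higher and 1 lower (51 and 1 adjusted over the list alone). By camera the adjusted p was 8.86e-42 for the fall (range 2.37e-52 to 3.98e-20) and 5.98e-34 for the rise (range 9.55e-49 to 2.72e-26), and by fry 0.000655 and 0.00104. Mki67 stood at 324 ± 115 CPM (SD, n = 2), 73.1 ± 15.6 and 254 ± 59.1 CPM on these days. Without scaling factors the median of the fall was -2.26, the most extreme matched random list reached -0.102, and the 43 members with under 5% shared stretches had a median of -2.19. The medians moved most with the Reactome set Mitotic Prometaphase in place of the list, to -0.89 for the fall and 1.12 for the rise. Of the 54 genes, 51 were lower in both ALId14 libraries than in every ALId7 and ALId21 library, so 1 deviating library is not the cause. These tests argue against the technical explanations that were weighed, and a slower cell cycle in the ALId14 wells remains a hypothesis. The 2 ALId14 wells could also share a difference in culture, such as the time since a change of medium, which the design cannot separate from the day.

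Targets of HIF1, whose rise at 8 h of re-submersion the paper reports, were lower on ALId1 and ALId4 than on ALId0. Of 32 genes, 31 were lower on ALId1 and 32 on ALId4 at an adjusted p under 0.05, and as many adjusted over the list alone, with median log2 fold changes of -1.89 and -2.11. The adjusted p by camera was 2.01e-20 (range 2.51e-36 to 0.218) and 2.13e-23 (range 2.64e-33 to 0.837), and by fry 9.99e-07 and 0.000129. The upper ends of both ranges come from the Reactome set on regulation by HIF, with 6 matched genes, whose medians were -0.22 on ALId1 and -0.0453 on ALId4. Slc2a1 fell from 392 ± 18.2 CPM (SD, n = 3) to 146 ± 5.02 CPM on ALId1, and in the first set from 488 ± 80.4 to 182 ± 1.37 CPM on ALId4. On ALId1 the median was -1.75 without scaling factors, -1.69 for the 22 members with under 5% shared stretches, and -1.98 with the fibroblast level of each library as a covariate. Matched random lists reached at most -0.316 in that direction. The values of these 4 tests did not explain the fall on ALId1. It is consistent with a higher oxygen level at the cells once the medium above them was removed, a hypothesis that RNA levels cannot test. On ALId4 the median was -2.05 without scaling factors, and the other 3 tests were not run there.

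Interferon-stimulated genes were lower 7 days after re-submersion than before it. The median log2 fold change of 37 genes was -2.51, with 36 lower and 1 higher at an adjusted p under 0.05 (the same counts adjusted over the list alone). The adjusted p was 4.11e-16 by camera (range 6.68e-27 to 8.31e-13) and 4.82e-07 by fry. In the first set the same genes were higher on ALId21 than on ALId0, by a median of 1.32, with 31 genes higher (camera 1.42e-09, range 1.21e-13 to 7.98e-09, fry 0.00584). Isg15, chosen after its values were seen, went from 24.5 ± 3.01 CPM (SD, n = 3) to 1.55 ± 0.352 CPM. At 7 days the median was -2.74 without scaling factors and -2.82 for the 28 members with under 5% shared stretches, and matched random lists reached at most -0.725. Leukocytes at 0 h are an unlikely source. The 16 leukocyte genes summed to 30.5 ± 0.826 CPM (SD, n = 3) at 0 h and 31 ± 2.40 at 7 days, while the interferon-stimulated genes summed to 2100 ± 237 and 607 ± 12.5 CPM. A link between the interferon response and the state of the epithelium is a hypothesis found on the same data, and no perturbation in the design tests it.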

How the results depend on the processing

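The tests on other splits of the libraries were chosen only after the result was seen, except those for HIF1 targets on ALId1 and for interferon-stimulated genes at 7 days.

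The count of genes with an adjusted p under 0.05 stayed within 1.5 times its value in 9 of the 10 comparisons with RLE size factors, DESeq2, limma voom, no filter, a minimum of 10 counts, the replicate term, only the 2 groups compared and no scaling factors. The exception was ALId7 against ALId4, with 293 genes. DESeq2 gave 599, a fit of the 2 groups alone 92, and the fit without a filter 1169. In the last, edgeR's prior degrees of freedom became infinite, so the larger count rests on p-values that leave out each gene's own spread. The cause of the other two changes was not tested. A minimum change of 2-fold, which removes calls by construction, left 2141 genes for ALId4, 135 for ALId7, 1042 for ALId14 and 1050 for ALId21, each against the time point before, 3097 for ALId21, 1717 for ALId1 and 1650 for ALId2 against ALId0, and 2538, 5937 and 4029 at 8 h, 24 h and 7 days. Leaving out 1 library at a time gave 5885 to 6756 genes for ALId1, 5756 to 6522 for ALId2, and 6330 to 6984, 10051 to 10460 and 8249 to 9096 at 8 h, 24 h and 7 days. In the first set this leaves 1 library in a group, and no p-values were computed.

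Library totals without scaling factors were added as a setting after seeing the data. They shifted the median log2 fold change of all genes by -0.33, -0.56 and -0.23 at 8 h, 24 h and 7 days, against at most 0.15 in the comparisons of the other sets. Of the genes called at 24 h both with and without scaling factors, 8363 of 8569 had the same direction, and in the other 9 comparisons all shared calls did. The TMM factors of the third set ran from 0.791 to 1.26. Which scale is closer to RNA per cell cannot be read from these counts, since no spike-in was used here.

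Normalized enrichment scores kept their direction under all alternatives run for the 6 sets. Leaving out each library in turn gave 1.98 to 2.14 for the goblet, 2.50 to 2.58 for the enteroendocrine, 1.84 to 1.99 for the DSS and 2.03 to 2.3 for the fetal set in the first time course, and the cause of these changes was not tested. Equal weights for all genes raised the 6 scores to between 4.08 and 9.65, and the cause was not tested. Under the same procedure, the median log2 fold change of the mucin O-glycosylation list was 0.34 to 0.69, lowest without ALId4 replicate 1, and that of the endocrine progenitor list 3.37 to 3.64. For lists picked after their values were seen, the ranges were -7.32 to -6.18 (fibroblast genes on ALId21), 1.77 to 2.04 (G2 and M phase genes from ALId14 to ALId21) and -2.27 to -1.86 (HIF1 targets on ALId4). With Reactome sets in place of the lists, 3 results lost their call. The unfolded protein response set at 8 h had a median of 0.25, and the HIF set -0.22 on ALId1 and -0.0453 on ALId4. These sets hold fewer and other genes, and the cause was not tested. The first principal component held 61.4% of the variance over all tested genes and 81.4% after DESeq2's variance stabilizing transformation, and the log2 ratio of Hopx to Lgr5 per kilobase was 5.42 and 10.02 in the 2 sets, which follows from the gene lengths.

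For 184 results on single genes there were 2342 values with the same direction and side of the threshold, 16 that lost a call, 13 that gained one, 34 without a test that moved by more than the spread, and 23 with the other sign. Of the gained calls, 3 came from the fit without a filter and its infinite prior degrees of freedom. The sign changed only in results that were not past the threshold, with log2 fold changes of 0.22 for Car4 on ALId4, 0.25 for Ly6c1 at 8 h, 0.13 for Ly6g at 8 h, 0.23 for Il33 at 8 h, 0.41 for Clu at 8 h, 0.52 for Il33 at 24 h, 0.38 for Chga at 24 h, 0.17 for Pyy at 24 h, 0.073 for Hopx at 24 h, 0.48 for Car4 at 7 days, 0.0033 for Slc9a2 at 7 days and -0.077 for Gcg at 7 days. Without scaling factors the values were -0.071 for Ly6c1 at 8 h, -0.19 for Ly6g at 8 h, -0.10 for Il33 at 8 h, -0.045 for Il33 at 24 h, -0.18 for Chga at 24 h, -0.38 for Pyy at 24 h, -0.48 for Hopx at 24 h and -0.23 for Slc9a2 at 7 days. Of these, only the value for Hopx at 24 h was past the threshold (adjusted p = 0.0352 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.0352 to 0.836 over its alternatives). The values were -0.0045 for Hopx at 24 h and -0.0071 for Slc9a2 at 7 days without a filter, -0.00022 for Slc9a2 at 7 days with limma voom, and -0.0039 for Slc9a2 at 7 days with only the 2 groups. Leaving out 1 library gave -0.24 to 0.60 for Car4 on ALId4 (the sign changed without ALId4 replicate 1), -0.25 to 0.87 for Car4 at 7 days (the sign changed without 7d replicate 1), -0.18 to 1.11 for Clu at 8 h (the sign changed without 8h replicate 3), -0.21 to 0.10 for Gcg at 7 days (the sign changed without 0h replicate 1 and 7d replicate 3), -0.014 to 0.19 for Hopx at 24 h (the sign changed without 24h replicate 2), -0.036 to 0.39 for Il33 at 8 h (the sign changed without 0h replicate 1), -0.053 to 0.27 for Ly6g at 8 h (the sign changed without 8h replicate 3) and -0.075 to 0.087 for Slc9a2 at 7 days (the sign changed without 0h replicate 2, 0h replicate 3 and 7d replicate 1). The cause of these changes of sign was not tested, beyond the shift of all genes that the lack of scaling factors brings.

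Replicates of the same number were checked for pairing by correlating, across genes, their deviations from the group means. The correlations had a median of 0.162 over 20 pairs in the first set, -0.00200 over 9 in the second and 0.0340 over 18 in the third. In the first set the pairs among ALId4, ALId7, ALId14 and ALId21 had correlations of 0.133 to 0.284 and those with ALId0 of -0.019 to 0.024. Same-numbered libraries thus deviated together from ALId4 on, but not with ALId0, and in the other sets not in every pair. The paper names nothing that libraries of 1 number share, and the main fits leave the number out. With a term for replicate number, the fits called 5411, 310, 3916, 4010 and 7360 genes in the 5 comparisons of the first set, 6802 and 6699 in the second and 7398, 10584 and 9074 in the third, and no call on a set, list or named gene changed. With the fibroblast level of each library as a covariate, added after seeing the data, 7016 genes were called for ALId1 and 6756 for ALId2.

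A total of 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits with a result as large is never under 0.1. In 1 of the 10 splits, the real one, the result was as large for the number of genes called on ALId1, ALId2, 8 h, 24 h and 7 days, the medians of the S phase and of the G2 and M phase genes on ALId1 and ALId2, the HIF1 targets on ALId1 and at 8 h, the cell cycle genes among the top 300 on ALId1, the glycolysis, tight junction and ER lists at 8 h, the interferon-stimulated genes at 7 days and the fetal set at 7 days. For the DSS set at 7 days, 5 of the 10 splits gave an enrichment score as high as 0.533, up to 0.591, and for the fetal set the next split came to 0.7286 against 0.7292. Other splits keep part of the real difference, and this score uses the order and the relative size of the changes, not their absolute size. The other 9 splits of each of the 5 comparisons called 0 genes, with 42 to 1064 at an unadjusted p under 0.05, and the real splits called 6927 to 10550. In size, the median log2 fold change of the S phase genes on ALId1 was 1.86 against at most 0.68 in the other splits, and that of the HIF1 targets at 8 h 1.89 against at most 0.76 in the other splits. The ER list at 8 h was nearer, at 0.33 against at most 0.25 in the other splits. With only 10 splits for each comparison, chance in the grouping of these libraries cannot be told apart from the conditions by the share of splits alone.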

Differences from the paper's values

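Among the tests used here, only the fits with library totals and no scaling factors were chosen after the result was seen. The paper's methods give 300 to 500 genes for its custom gene sets. Tables S1 to S6 hold between 166 and 265 genes, the smaller being Table S2 up to where its ranks start again. The alternatives set before the data were examined do not change the size of a table, so none of them closed this gap. For the 6 normalized enrichment scores, equal weights for all genes gave values more than 1.5 times the paper's in each case, and under the main setting and the other alternatives none differed by the criteria used.

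The paper places the first detection of secretory transcription factors, Atoh1 among them, on ALId4. Here Atoh1 had counts on ALId0, and in the second set it rose by 3.12 on the log2 scale on ALId1 (adjusted p = 0.00433 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stood at 1.98 ± 0.453 CPM on ALId1 and 6.16 ± 4.54 on ALId2 (SD, n = 3). The paper has colonocyte markers increase between ALId14 and ALId21. In the fits here, Slc26a3 and Slc12a8 had risen by ALId4, to 513 and 35.1 CPM, and Car4, Slc6a19 and Slc26a3 were not past the threshold from ALId14 to ALId21 in the main setting. With only the 2 groups in the fit all 3 were, with log2 fold changes of 0.81, 0.50 and 0.36. The fit without a filter, whose p-values leave out each gene's own spread, called Car4 and Slc26a3. For the goblet cell set, which the paper reports as enriched on ALId21, the camera test was not past the threshold under any alternative for which it was run. The fry test, which does not compare a set with other genes, was past it in the main setting.

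The paper states a complete loss of goblet and absorptive cells and their markers within 24 h of re-submersion, lasting for 7 days. In the counts at 24 h, Muc2 stood at 84.9 CPM, Tff3 at 693 and Clca1 at 387, while Aqp8 was higher than at 0 h by 3.32 on the log2 scale. Slc9a2 did not differ between 7 days and 0 h (0.00 on the log2 scale). The paper has enteroendocrine markers recover over the 7 days. Of Chga, Pyy, Gcg and Tph1, none was past the threshold for a fall at 8 h or 24 h with TMM. Without scaling factors Gcg fell at 24 h, with a log2 fold change of -0.75. With TMM, Gcg at 7 days differed from 0 h by -0.08 on the log2 scale. In the paper, labelling of Hopx-expressing cells shows their loss at 24 h. The RNA level of Hopx at 24 h differed from 0 h by 0.07 on the log2 scale with TMM and by -0.48 without scaling factors, a setting chosen after seeing the values. Staining of labelled cells in the paper peaks in proliferation on ALId2 and is lower on ALId4. In the RNA, Mki67 was at 367 CPM on ALId1 and 355 on ALId2 in the second set, and at 202 on ALId0 and 185 on ALId4 in the first.

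The paper states that the regenerative markers tested by qPCR in Figure S4A rose over time after re-submersion. Read by eye from that figure, the bars of Anxa1 and Anxa8 lie above those of 0 h at 24 h and below them at 7 days. In the counts, the log2 fold changes at 7 days were 1.64 for Anxa1 and 2.04 for Anxa8. The title of the panel in Figure 3G refers to the top 600 genes and the text to the top 300, and both were run here.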

Other observations

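The test of a reversal below was chosen before its result was seen, and the genes named in the paragraphs on differences between sets and between replicate libraries were chosen after their values were seen.

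Changes on re-submersion were compared with those of the ALI time course, as a test of whether 7 days under medium take the monolayer back along the same genes. Across 13691 genes, the log2 fold changes of 7 days against 0 h and of ALId21 against ALId0 had a Pearson correlation of -0.662 and a Spearman correlation of -0.631, from 2 sets that share no libraries. Genes are not independent replicates, so no p is given. Of 5160 genes past an adjusted p of 0.05 in both comparisons, 4727 (91.6%) went in opposite directions. At 8 h the correlation was -0.169 and at 24 h -0.350, with 71.5% and 74.8% of shared genes in opposite directions. After regression of both on gene length, GC content and level, the correlation at 7 days was -0.655 over 13671 genes, so these properties are not the cause of the whole pattern. The values are consistent with a partial return toward the submerged state, a hypothesis that other features shared by the genes could also produce.

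The Wnt target Axin2 went from 214 ± 0.297 CPM (SD, n = 2) on ALId0 to 23.7 ± 2.38 CPM on ALId4 and 51.4 ± 1.64 on ALId21, and from 20.7 ± 1.42 CPM at 0 h to 9.50 ± 0.647 at 8 h and 88.5 ± 13.9 at 7 days. Hopx went from 106 ± 2.98 to 43.6 ± 1.32 CPM between ALId0 and ALId21, and from 15.8 ± 1.71 at 0 h to 54.1 ± 16.7 at 7 days. Lgr5 went from 17.5 ± 7.08 to 1.40 ± 0.0691 CPM between ALId0 and ALId21, and from 3.73 ± 0.164 at 0 h to 1.81 ± 0.620 at 7 days. All 3 were lower on ALId21 than on ALId0, and at 7 days Axin2 and Hopx were higher and Lgr5 lower than at 0 h, each at an adjusted p under 0.05.

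The genes of the qPCR panel in Figure 5D were also read in the counts at 8 h, with 6 genes taken for Figure 5G. All 4 genes of Figure 5D were higher than at 0 h at an adjusted p under 0.05, with log2 fold changes from 2.12 to 4.50. So were Ddit3, Atf3, Ppp1r15a, Ero1l, Hspa5 and Xbp1, the 6 taken for Figure 5G, from 0.54 to 4.31. Without scaling factors Xbp1 was no longer past the threshold (0.21). These 6 do not fully match the paper's qPCR primers. The paper lists none for Hspa5 but lists them for P4hb, and its Xbp1 primers are named sXbp1. Counts on a gene do not separate its spliced form.

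Groups with the same or a similar condition differed between sets, which were scaled separately and not tested against each other. On ALId0, Pyy stood at 57.6 ± 6.77 CPM in the first set and 0.233 ± 0.134 in the second, Chga at 17.8 ± 0.428 and 0.525 ± 0.180, and Lgr5 at 17.5 ± 7.08 and 1.21 ± 0.239 CPM. Msln was at 30.4 ± 8.58 CPM on ALId21 of the first set and 4.96 ± 1.59 at 0 h of the third. No explanation for these differences was tested.

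Plekhh2 varied widely between replicate libraries. In the second set its level ran from 7.57 to 9926 CPM over the 3 ALId0 libraries, and in the third from 6.47 to 9146 CPM over the 3 libraries at 8 h. No biological explanation was tested.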
